# The Nuclear Receptor and Clock Repressor Rev-erbα Suppresses Myogenesis

**DOI:** 10.1038/s41598-019-41059-7

**Published:** 2019-03-14

**Authors:** Somik Chatterjee, Hongshan Yin, Weini Li, Jeongkyung Lee, Vijay K. Yechoor, Ke Ma

**Keywords:** Cell biology, Differentiation

## Abstract

*Rev-erbα* is a ligand-dependent nuclear receptor and a key repressor of the molecular clock transcription network. Accumulating evidence indicate that the circadian clock machinery governs diverse biological processes in skeletal muscle, including muscle growth, repair and mass maintenance. The physiological function of Rev-erbα in myogenic regulation remains largely unknown. Here we show that *Rev-erbα* exerts cell-autonomous inhibitory effects on proliferation and differentiation of myogenic precursor cells, and these actions concertedly inhibit muscle regeneration *in vivo*. Mechanistic studies reveal *Rev-erbα* direct transcriptional control of two major myogenic mechanisms, proliferative pathway and the Wnt signaling cascade. Consistent with this finding, primary myoblasts lacking Rev-erbα display significantly enhanced proliferative growth and myogenic progression. Furthermore, pharmacological activation of Rev-erbα activity attenuates, whereas its inhibition by an antagonist promotes these processes. Notably, upon muscle injury, the loss-of-function of *Rev-erbα in vivo* augmented satellite cell proliferative expansion and regenerative progression during regeneration. Collectively, our study identifies Rev-erbα as a novel inhibitory regulator of myogenic progenitor cell properties that suppresses postnatal myogenesis. Pharmacological interventions to dampen Rev-erbα activity may have potential utilities to enhance regenerative capacity in muscle diseases.

## Introduction

*Rev-erbα* is a member of the nuclear receptor superfamily (Subfamily 1 group D member 1, NR1D1), and a key circadian clock repressor that inhibits core clock activator Brain and Muscle Arnt-line 1 (*Bmal1*) transcription^1^. Rev-erbα is highly expressed in metabolic tissues, with known functions in conferring circadian clock integration to glucose, lipoprotein and bile acid metabolism^2,3^. Interestingly, although the Rev-erbα metabolic functions have been extensively studied, its role in skeletal muscle growth and repair processes is largely unknown.

Accumulating evidence indicate that the circadian clock is critical for maintenance of skeletal muscle mass and growth^4^. The circadian clock circuit, composed of an inter-locking molecular network of transcriptional and translational regulators^5,6^, participates in diverse aspects of skeletal muscle functions ranging from oxidative metabolism, sarcomeric structure, contractile performance to muscle mass maintenance^7–11^. A remarkable ~17% of all genes examined in skeletal muscle exhibit circadian oscillations^12^, with many involved in proliferative or growth processes.

Bmal1 is the essential transcription regulator of the clock transcriptional feedback circuit. Bmal1 dimerization with Circadian Locomotor Output Cycles Kaput (CLOCK) activates downstream target genes, *Period* (*Per1*, 2 and 3) and *Cryptochrome* genes (*Cry1* and 2) that in turn inhibits Bmal1/CLOCK activity^5^. *Rev-erbα* potently suppresses *Bmal1* transcription through a shared response element with retinoid acid receptor-related orphan receptor alpha (RORα), the RevRE/RORE^1^. Rev-erbα represses, whereas RORα activates *Bmal1* gene transcription, and this antagonistic regulation elicit *Bmal1* rhythmic oscillation. Interestingly, Rev-erbα itself is a direct target of *Bmal1*, and the *Rev-erbα-Bmal1* regulation constitutes a re-enforcing branch that enhances the robustness of the core clock machinery^1,13^.

Regenerative myogenesis is a highly orchestrated progression involving myogenic precursor cell (MPC) proliferation, differentiation and fusion to form multinucleated myofibers for muscle repair^14,15^. Recent studies indicate that the circadian clock regulation is critical for muscle growth and function^4^. Loss of *Bmal1* leads to severe aging-associated sarcopenia^9^, and *Bmal1* and *CLOCK* are required for myofilament integrity^7^. We recently demonstrated that *Bmal1* promotes myogenic precursor proliferation and differentiation required for skeletal muscle regenerative myogenesis^16,17^, with its ablation leading to significantly impaired satellite cell proliferative expansion and muscle regeneration following injury. Our findings of Bmal1 modulation of MPC properties implicate potential intrinsic clock control in muscle repair that may require additional clock components. Recent cistrome analysis of *Rev-erbα* demonstrate an extensive ~28% overlap with *Bmal1*^18,19^, suggesting that they may exert opposing transcriptional controls of shared targets.

As a ligand-dependent nuclear receptor, *Rev-erbα* synthetic ligands are currently available to interrogate its biological functions and potential pharmacological interventions of the circadian clock^20–22^. Based on *Bmal1* regulation of the myogenic cascade, we hypothesize that the transcription repressor Rev-erbα may inhibit myogenesis to suppress regenerative repair. In the current study, we employed genetic and pharmacological approaches to probe the physiological functions of Rev-erbα in myogenic regulations and muscle regeneration.

## Materials and Methods

### Animals

Mice were maintained in the Baylor College of Medicine vivarium under a constant 12:12 light dark cycle. All animal procedures were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the IACUC committee of Baylor College of Medicine. Global gene-targeted *Rev-erbα-null (Rev*^*−/−*^*) mice* were generated by the Genetically Engineered Mouse Core at Baylor College of Medicine using targeted embryonic stem cells (Velocigene ES clone 11705A-E7, KOMP), as described previously^23^. Male mice of 8–10 weeks of age were used for the study. Homozygote *Rev*^*−/−*^ mice were obtained through heterozygote breeding, with age-matched littermate WT mice as controls.

### Primary myoblast isolation and culture

Primary myoblasts were isolated from hind limb muscle of 4 week-old mice, as described^16^. Briefly, muscles were minced and subjected to collagenase digestion and seeded on collagen-coated plates, using pre-plating to deplete fibroblasts. Cells were subsequently expanded in myoblast growth media for 6 passages. Purity of myoblasts obtained was confirmed by uniform differentiation into myosin heavy chain (MyHC)-positive myotubes. Proliferative myoblast cultures were maintained in F-10 medium supplemented with 20% FBS and 5 ng/ml bFGF. 2% horse serum supplemented DMEM was used for induction of differentiation. Crushed muscle extract (CME) was obtained as described previously^17^, from leg muscles from 8–10 week old C57BL/6 mice gently pressed using blunt forceps. Supernatant after 2 hours 4 °C incubation in Tris-buffered saline was obtained and protein concentration determined. Primary myoblast were treated by muscle extract at a protein concentration of 300 μg/ml.

### Microarray Analysis

Mouse WG-6 V2.0 whole genome expression arrays were obtained from Illumina. Total RNA from three independent primary myoblast samples were used to synthesize cRNA using Illumina TotalPrep RNA amplification kit (Thermo Scientific). Biotin Labeling and hybridization of cRNA were performed according to manufacturer’s protocol, as described^24^. Arrays were scanned using BeadArray Reader and the data extracted using Illumina BeadStudio software. Unmodified microarray data were background-subtracted and quantile-normalized using Lumi and analyzed with the limma package within R to test differentially gene expression^25^. All analyses were corrected for multiple hypothesis testing^26^, and effects determined as significant with an adjusted *p*-value ≤ 0.05. The microarray dataset was deposited in NCBI Gene Expression Omnibus accession number GSE110765. KEGG pathway analysis was carried out among significantly regulated genes to identify enriched biological processes.

### EdU labelling and proliferation assay *in vitro*

Primary myoblasts seeded on collagen-coated chamber slides were labeled with 10 μM 5-ethynyl-2′-deoxyuridine (EdU) for 6 hours. EdU incorporation was detected by Click-iT Imaging Kit (Invitrogen) with Alexa 488 Fluorophore and DAPI was used to label nuclei. Total number of EdU^+^ cells was calculated from 4 representative fields and proliferation rate calculated as percentage of EdU^+^ to total nuclei.

### Quantitative TUNEL assay

Primary myoblasts were plated on collagen-coated 96 well plate. Cells were treated with endonuclease to induce apoptosis as positive control. Terminal deoxynucleotidyl transferase *in situ* labeling and detection of apoptosis was performed 24 hours after seeding by colorimetric TACS apoptosis detection kit (Trevigen), according to manufacturer’s protocol.

### Analysis of Wnt signaling activity

Wnt activity in primary myoblasts, as assessed by β-catenin intracellular localization at basal state without stimulation and after Wnt3a stimulation, was carried out as described^16^. Briefly, primary myoblasts were treated by unconditioned or conditioned media from L3-Wnt3a (40%) for 10 minutes, and nuclear fraction was collected by ultracentrifugation. β-catenin level in the nuclear and total cellular extracts were analyzed by immunoblot. Ratio of the nuclear fraction to total β-catenin was used to assess Wnt signaling activity after normalization to TBP. TopFlash Wnt luciferase reporter assay was performed as described^16^. SR9011 and SR8278 (10 nM) were added for 8 hours prior to Wnt3a stimulation overnight. Luciferase activity was measured using Dual-Glo luciferase assay (Promega) 24 hours after treatment and values normalized to Renilla readings.

### Muscle Injury Model

Cardiotoxin (CTX, 30 μl of 10 μM solution) was injected into Tibialis Anterior muscle along the longitudinal axis, as described^27,28^, with PBS-injected animals as controls. Muscles on post-injury days were collected at 4 PM, the time of CTX injection, to ensure comparable circadian time sampling. Tissues were fixed in 10% paraformaldehyde for paraffin sections, or frozen in liquid nitrogen-cooled isopentane for cryosections. Histological analysis was performed in middle region of the Tibialis Anterior. Myofiber cross-section areas were measured in H/E staining sections of five representative fields of (150 myofibers per mice), using the Nikon NIS-Elements software. For EdU *in vivo* labeling, mice were injected i.p. of EdU (5 mg/Kg) 6 hours prior to sample collection. Click-iT EdU kit (ThemoFisher) was used for EdU detection.

### Histology, immunofluorescence staining and morphometric analysis

Muscles were snap frozen in liquid-nitrogen cooled isopentane and embedded in OCT for cryosections. 10 μm cryosections of middle region of the injured TA muscle were used for immunostaining. Sections were fixed in 4% paraformaldehyde and permeabilized by 0.2% Triton X-100, and endogenous IgG blocked prior to primary antibody incubation. The number of Pax7^+^ satellite cells or EdU^+^Pax7^+^ proliferative satellite cells was determined from three representative fields of each mice, and percentage of Pax7^+^ satellite cells to total nuclei or myofibers were calculated.

### Immunoblot analysis

20–40 µg of total protein was resolved on SDS-PAGE gel followed by immunoblotting after nitrocellulose membrane transfer, as described previously (Chatterjee *et al*., 2013), and developed by chemiluminescence (Supersignal; Pierce Biotechnology). Source and dilution information of primary antibodies are included as Suppl. Table 1. Specific secondary antibodies were used at a dilution of 1:3000.

### RNA extraction and quantitative reverse-transcriptase PCR analysis

RNeasy miniprep kits (Qiagen) were used to isolate total RNA from snap-frozen muscle tissues and cells, respectively. cDNA was generated using q-Script cDNA Supermix kit (Quanta Biosciences) and quantitative PCR was performed using a Roche 480 Light Cycler with Perfecta SYBR Green Supermix (Quanta Biosciences). Relative expression levels were determined using the comparative Ct method to normalize target genes to 36B4 internal control. Primer sequences used are listed in Suppl. Table 2.

### Chromatin Immunoprecipipation (ChIP)-qPCR Analysis

Immunoprecipitation was performed using a Rev-erbα antibody specific for IP (Proteintech 14506-1-AP), or control rabbit IgG with Magnetic Protein A/G beads, using the Magna ChIP A/G kit (Millipore), similarly as described previously^29,30^. Briefly, C2C12 myoblasts were fixed using 1% formaldehyde for 10 minutes, lysed and sonicated using Biodisruptor to shear the chromatin. The immunoprecipitated chromatin fragments were eluted, treated with proteinase K and purified using DNA purification column. Real-time PCR using Perfecta SYBR Green Supermix (Quanta Biosciences) was carried out using 1 µl of eluted chromatin for each reaction in triplicates with specific primers for predicted RORE response elements identified on the target promoters or first intron. Known Rev-erbα binding site in Bmal1 first intron was included as positive control and TBP first exon genomic primers as negative control. ChIP rimer sequences used are listed in Supplementary Material Table S3. Values were expressed as fold enrichment normalized to IgG control.

### Statistical analysis

Data are presented as mean ± SE. One way ANOVA or two-tailed Student’s *t*-test were performed as appropriate as indicated. Non-parametric Kruskal–Wallis ANOVA for entire dataset and Mann-Whitney test for individual cross section area categories were used to assess statistical difference in myofiber size distribution. Statistical analyses were carried out using Prism by GraphPad. P < 0.05 was considered statistically significant.

## Results

### Rev-erbα is highly enriched in skeletal muscle and responds to myogenic stimuli

To study the function of Rev-erbα in skeletal muscle, we examined the abundance of its protein expression among distinct tissues and muscle fiber types at 9 AM and 5 PM. Interestingly, at both times of the day, Rev-erbα protein is more abundant in skeletal muscles as compared to heart, liver and white adipose tissue (Fig. 1A). Among the muscle types, a distinct diurnal pattern of expression with higher expression at 5 PM than 9 AM is observed in slow-twitch Type I soleus and mixed fiber type of Tibialis Anteria, but not evident in the fast-twitch extensor digitalis longus (EDL). The average expression in diaphragm is low as compared to other muscles. Thus the current study, we confined our sample collection to 4–5 PM when Rev-erbα protein, particularly in Tibialis Anterior, is more abundant. Further analysis of clock components in Tibialis Anterior reveal that *Rev-erbα* mRNA level is nearly 6-fold of that of *Rev-erbβ*, a closely related gene of *Rev-erbα* (Fig. 1B). Both *Rev-erbα* and *Rev-erbβ* are expressed at higher levels than the core clock gene *Bmal1* that is expressed at comparable level with the myogenic factor *Myod1*. The relative expression of *Rev-erbα* transcript to *Rev-erbβ* and *Bmal1* is similar in C2C12 myoblasts, although lower than that of the *Myod1* (Fig. 1C). To explore potential Rev-erbα involvement in myogenic response *in vivo*, we examined the dynamics of its expression following cardiotoxin (CTX)-induced muscle injury. CTX elicits regenerative myogenic repair, as indicated by strong myogenin induction at 5 and 8 days post injury, which gradually declines till day 15 (Fig. 1D). In sharp contrast to myogenin induction, Rev-erbα protein was markedly suppressed at day 5, with nearly abolished expression at 8 days after injury and recovered slightly at day 15. This finding suggests muscle damage or its associated myogenic signals may inhibit Rev-erbα. Indeed, treatment of primary myoblasts with crushed muscle extract (CME), obtained from lightly traumatized muscle that is known to contain myogenic stimuli^31^, results in significant down-regulation of *Rev-erbα* mRNA (Fig. 1E). The suppression of Rev-erbα occurs early at 6 hours after CME treatment and precedes the induction of myogenic markers at 12 hours, including *myogenin* and *embryonic myosin heavy chain* genes *(Myhc3*). Thus, Rev-erbα inhibition by muscle injury may occur as an early response to myogenic stimuli. One of the known mitogenic component of CME tested, Fgf2, can indeed suppress Rev-erbα protein at either a low or high concentration in primary myoblast cultures (Fig. 1F).

**Figure 1:**
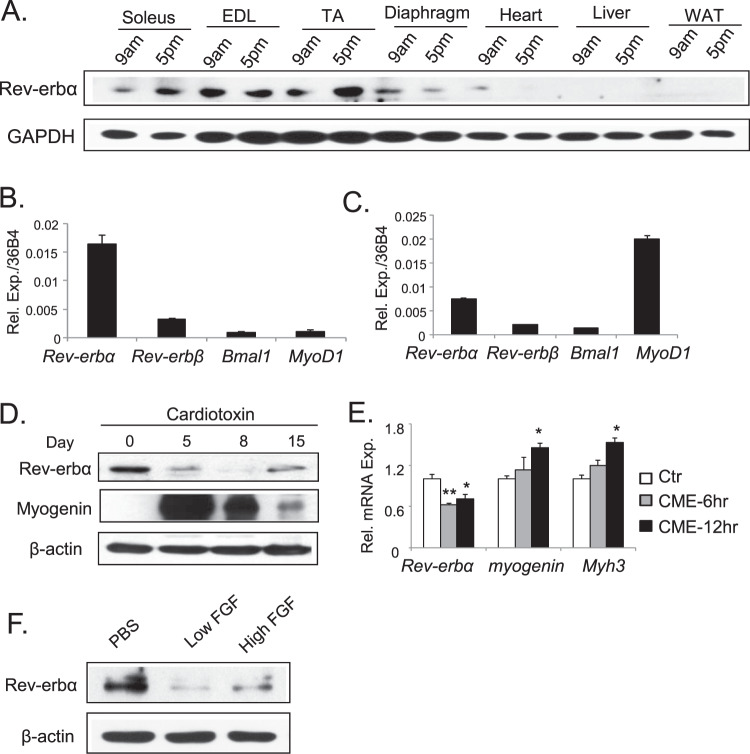
Rev-erbα expression and dynamic regulation in skeletal muscle and myoblasts. (**A**) Immunoblot analysis of time-dependent expression profile of Rev-erbα protein in distinct tissues at 9 AM and 5 PM. Each lane represents pooled protein sample of n = 5. (**B**,**C**) RT-qPCR analysis of comparison of *Rev-erbα* and related core circadian clock gene expression in mice quadricep (**B**, n = 6), and C2C12 myoblasts (**C**, n = 3). (**D**) Immunoblot analysis of dynamic expression profiles of Rev-erbα and myogenin during 15 days post cardiotoxin-induced injury of Tibialis Anteria (TA) muscle (n = 5–6/time point). (**E**) RT-qPCR analysis of *Rev-erbα* and myogenic gene expression in primary myoblasts (n = 4/group) following treatment of crushed muscle extract (CME) at a protein concentration of 300 μg/ml, for 6 and 12 hours respectively. ***P ≤ 0.05 or 0.01 by Student’s t test. (**F**) Suppression of Rev-erbα protein expression as analyzed by immunoblot analysis in response to myogenic stimuli Fgf2 treatment in primary myoblasts for 24 hours (n = 4/group). Fgf2 concentration: low: 2.5 ng/ml, high: 25 ng/ml.

### Gene expression profiling reveals Rev-erbα regulation of Wnt and proliferative pathways

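Primary myoblasts, the cultured muscle precursor cells that grow out from satellite cells, were profiled on Illumina mouse whole genome bead arrays, which measure 1 RNA sample per array. There were 3 arrays labelled WT and 3 labelled Rev-/-, the global knockout of Rev-erbα (gene Nr1d1), and the paper describes independent primary myoblast samples. The paper gives an age of 4 weeks for the mice used for myoblast isolation and the sample labels give 6 weeks, with growth in 20% fetal bovine serum and 5 ng/ml bFGF. The authors' methods state background subtraction and quantile normalization with lumi. The deposited values were linear intensities for 45281 probes, with array medians from 98.4 to 107, and they did not share 1 distribution across the arrays. They were quantile-normalized here and taken to log2, with no further background correction. Probes brighter than the 95th percentile of the dim-probe background on at least 3 of the 6 arrays were kept, which left 11996 named genes at 1 probe per gene, the brightest. Between 21270 and 22995 probes per array lay above that limit, and the number of arrays limits the precision. Groups were compared with limma, and a gene was called at an adjusted p of at most 0.05 and a fold of at least 1.5, the thresholds given for Fig. 2A.

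Transcripts of blood and of differentiated muscle were bright on all 6 arrays, in genes that were picked out after their values were seen. Hba-a1, a haemoglobin chain of red cells, had a log2 intensity of 14.41 ± 0.19 (SD, n = 3) on the arrays labelled WT and 14.47 ± 0.054 (SD, n = 3) on the arrays labelled Rev-/-. Myh8, the perinatal myosin heavy chain, had 14.56 ± 0.066 (SD, n = 3) on the arrays labelled WT and 14.61 ± 0.087 (SD, n = 3) on the arrays labelled Rev-/-. Pax7 and Myf5, markers of satellite cells and early myoblasts, were not well above background on any array, and Myod1, the myogenic determination factor, had 8.00 ± 0.072 (SD, n = 3) on the arrays labelled WT and 7.88 ± 0.035 (SD, n = 3) on the arrays labelled Rev-/-. Array Rev-/- 1 stood apart, with a mean correlation of 0.979 with the other arrays against at least 0.989 for the rest. On that array Bglap, the bone matrix protein osteocalcin, was at 11.09 and S100a8, a neutrophil granule protein, at 13.06, while the other 5 arrays ran from 6.61 to 7.11 and from 7.52 to 10.72. Xist, the RNA of the inactive X chromosome, lay above background on 5 arrays and was at background on Rev-/- 1, and the Y-linked gene Eif2s3y ran from 6.72 on WT 1 to 9.09 on Rev-/- 1, whereas the labels give male mice.

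**Figure D1:**
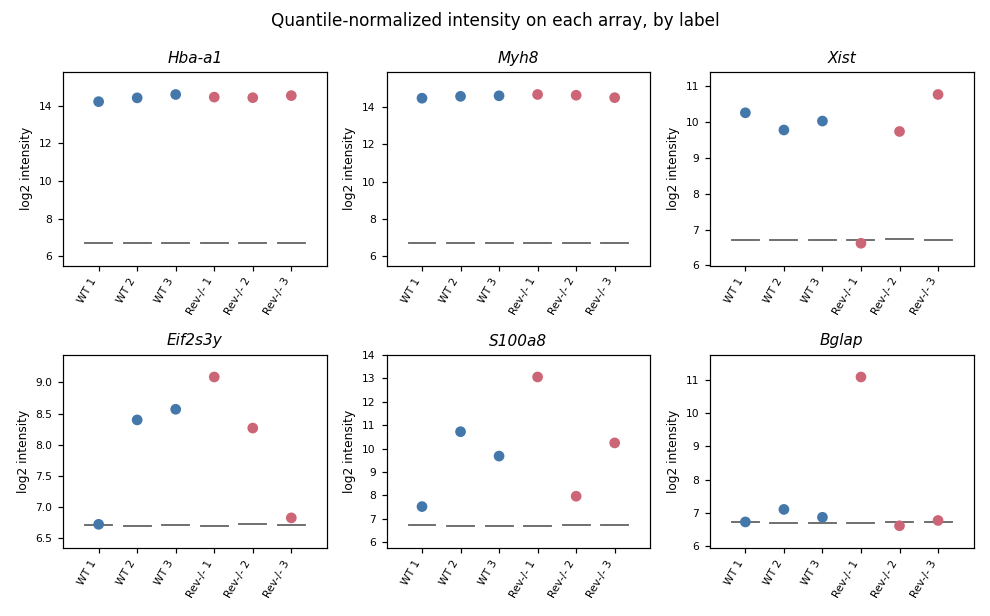
Quantile-normalized log2 intensity (vertical axis) of 6 genes on each of the 6 arrays (horizontal axis), arrays labelled WT in blue and Rev-/- in red, with a grey bar at each array's background limit. Hba-a1 and Myh8 are bright on every array, and S100a8 and Bglap are highest on Rev-/- 1, at 13.06 and 11.09.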

We performed gene expression profiling to explore *Rev-erbα* functions in MPC using proliferative satellite cell-derived primary myoblasts from *WT* and *Rev*^*−/−*^ mice. Differentially expressed genes, with fold change ≥ 1.5, were subjected to KEGG pathway analysis to identify *Rev-erbα-*differentially regulated biological functions. 

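The targeted gene came first. Nr1d1, which encodes Rev-erbα, had log2 intensities of 6.59, 6.54 and 7.22 on the arrays labelled WT 1, 2 and 3, and of 7.01, 6.51 and 7.14 on those labelled Rev-/- 1, 2 and 3. It lay above background on WT 3, Rev-/- 1 and Rev-/- 3 and at background on the other 3 arrays, so that its signal did not follow the labels. The array carries 1 probe named for this gene, and whether it lies inside the deleted part is not given in the sources used here; a probe outside it would check nothing. Arntl, the clock activator Bmal1 that Rev-erbα represses, was at 7.48 ± 0.18 (SD, n = 3) on the arrays labelled WT and 7.32 ± 0.058 (SD, n = 3) on the arrays labelled Rev-/-, a log2 fold change of −0.16 (SE 0.10) (exact permutation p = 0.3, 2-sided). By RT-qPCR in other samples the paper gives a Rev-erbα transcript that is undetectable and a Bmal1 transcript that is raised in Rev-/- quadriceps (Fig. 3A). Directions here are those between arrays as labelled.

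Of the 11996 genes tested with limma, 0 were called higher and 0 lower on the arrays labelled Rev-/-. The smallest adjusted p was 0.997. At an unadjusted p of at most 0.05 there were 386 genes, 150 higher and 236 lower, against 600 that chance alone would give, and 5 of them also differed by at least 1.5-fold. Those 5, named after their values were seen, were the pseudogenes Pisd-ps1 at 0.86 (SE 0.20) and Pisd-ps3 at 1.18 (SE 0.29), and Arl2bp at −0.64 (SE 0.22), Anxa4, an annexin, at −0.59 (SE 0.20) and Gm5796 at −0.91 (SE 0.37), all as log2 fold changes, with 2 of the 3 kept probes of Anxa4 higher on the arrays labelled Rev-/-. In 980 genes, or 8.17%, the 3 arrays of one label lay entirely on one side of the other 3, and chance gives 10% for 3 against 3. An exact permutation of 3 arrays against 3 cannot give a p under 0.1. In simulated data of the same size, with noise drawn independently for each gene, 41.5% of genes changed 1.5-fold and 91.5% of genes changed 2-fold were called. Of the genes changed 1.5-fold, 71% passed the adjusted p, before the fold minimum was applied. On the real arrays 1 axis of variation shared between genes held 51.1% of the variance. The simulated shares therefore do not measure the power of this comparison.

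**Figure D2:**
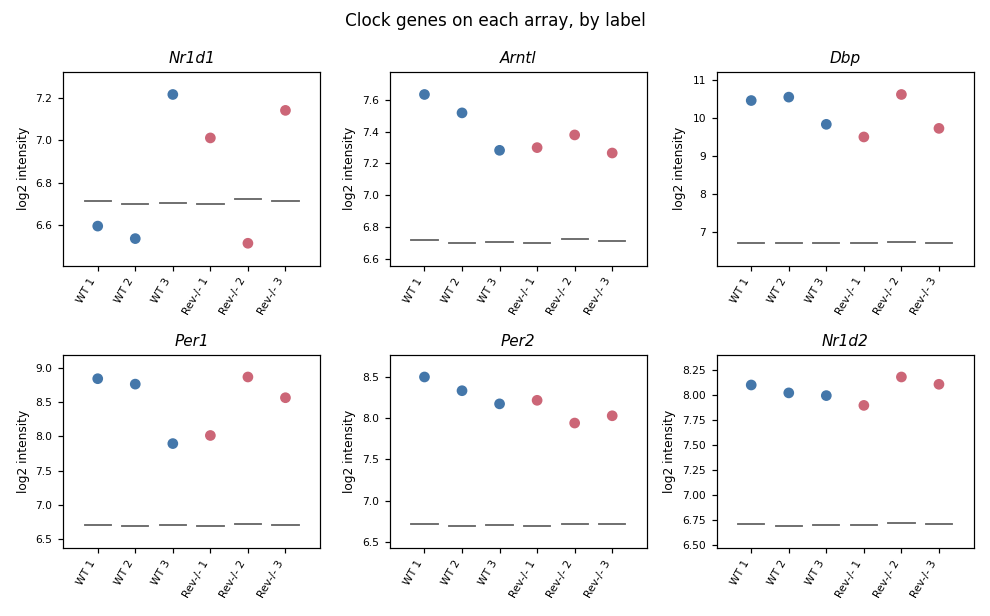
Quantile-normalized log2 intensity (vertical axis) of 6 clock genes on each array (horizontal axis), arrays labelled WT in blue and Rev-/- in red, with a grey bar at each array's background limit. Nr1d1 lies above the bar on WT 3, Rev-/- 1 and Rev-/- 3, at 7.22, 7.01 and 7.14.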

Top 15 ranked biological processes were listed (Fig. 2A), with the complete dataset deposited as NCBI GEO GSE110765. 

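Among 4 lists of metabolic genes, the enzymes of lipid and cholesterol synthesis had a median log2 fold change of −0.12 over 27 measured members between the arrays labelled Rev-/- and WT (limma's camera, adjusted p = 0.00508 with its preset correlation and 0.681 with an estimated one). The score of this list, the median of its members relative to their means, was 0.12, 0.11, −0.053, −0.21, 0.056 and −0.094 on WT 1 to 3 and Rev-/- 1 to 3, so that it did not part the arrays by label and was higher on WT 1, WT 2 and Rev-/- 2, where Nr1d1 was at background, than on the other 3. Leukocyte markers had scores of −0.44, −0.29, 0.34, 0.28, −0.44 and 0.47 and endothelial markers of −0.11, −0.077, 0.070, 0.10, −0.067 and 0.074 in the same order, both lower on those 3 arrays. The scores of other lists, among them MAPK signalling, axon guidance and apoptosis, were also lower on those 3 arrays than on the other 3. The citrate cycle, respiratory chain and fatty acid oxidation genes had a median of −0.11 over 37. Single members did not pass the test: Msmo1, a sterol oxidase of cholesterol synthesis, was at −0.25 (SE 0.11), and Idh2, the mitochondrial isocitrate dehydrogenase, at −0.39 (SE 0.16). Srebf1, the transcription factor of lipid synthesis, was above background on only 3 of 6 arrays. Glycolysis genes had a median of −0.022 over 18 members, with Pdk1, a kinase that inhibits pyruvate dehydrogenase, at 0.16 (SE 0.082), and genes of nucleotide and amino acid metabolism a median of −0.022 over 30, with Dhodh, an enzyme of pyrimidine synthesis, at −0.25 (SE 0.086).

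For the mitochondrial list the adjusted p from limma's camera was 0.0315 with its preset correlation and 0.741 with an estimated one. Its score ran from −0.31 on Rev-/- 1, the array with the brightest bone and neutrophil transcripts, to 0.18 on WT 2, where S100a8 was at 10.72. That of sarcomere genes ran from −0.21 to 0.083 on the same 2 arrays. Without array Rev-/- 1 the adjusted p was 0.429 for lipid and cholesterol synthesis and 0.383 for the mitochondrial list. The first was also 0.246 without WT 1, and the second 0.801 without WT 2, 0.183 with array weights, 0.0638 after cyclic loess and 0.0724 with no filter on dim probes. Over the alternatives that used camera they ran from 4.77e-06 to 0.681 and from 1.75e-05 to 0.801. With fry, another list test of limma, the adjusted p was 0.816 for both lists, and 0.919 for mixed directions. For glycolysis and for nucleotide and amino acid metabolism the adjusted p from limma's camera was 0.526 and 0.578, and with fry 0.816 for both. Of the 112 metabolic genes measured, 0 were called with limma, 0 when adjusted over the list alone in any of the 4 lists, and 2 had an unadjusted p of at most 0.05.

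Genes of axon guidance, the ligands and receptors that steer growing nerve fibres, had a median of 0.0061 over 83 members, and Ephb4, an ephrin receptor, was at 0.16 (SE 0.068). Drug metabolism genes had a median of −0.017 and a mean of −0.0017 over 39 members while limma's camera placed them upward (adjusted p = 0.895). The glutathione transferases Gstp1 and Gstk1 were at 0.29 (SE 0.11) and −0.27 (SE 0.12). Protein digestion and absorption, a list made largely of collagens, had a median of 0.030 over 45 members, with Eln, the elastic fibre protein, at 0.54 (SE 0.11) and Col11a1, a fibrillar collagen, at 0.14 (SE 0.061). Limma's camera gave adjusted p = 0.196 for axon guidance and 0.138 for protein digestion, and the latter was 0.0218 without array WT 1. It ran from 0.0218 to 0.82 over the alternatives that used camera, and was 0.919 with fry for mixed directions. Each of these 3 lists held 0 called genes, 0 when adjusted over the list alone and 1 higher gene at an unadjusted p of at most 0.05. The log2 fold change of Pdk1 (1 of 17), Ephb4 (2 of 17) and Gstp1 (1 of 17) turned sign under alternatives, and the kept probes of Pdk1 differed in direction. These and the later counts of sign changes include the deposited values without normalization, on which the median log2 fold change of all genes was −0.15. Nr1d1 itself did not follow the labels behind these directions.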

Consistent with the established metabolic functions of Rev-erbα, metabolic pathways are shown as top *Rev-erbα*-regulated processes in these cells, while potentially novel *Rev-erbα*-modulated functions, such as axon guidance, drug metabolism and protein metabolism, were identified. 

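Genes of the Wnt pathway, which signals from secreted Wnt ligands through Frizzled receptors to β-catenin, differed little between the arrays of the 2 labels. The 102 measured members had a median log2 fold change of −0.012 and a mean of 0.0060, and ran from −0.18 to 0.26, so that all 102 lay within 1.5-fold. The members with the smallest p were Gsk3b, the kinase that marks β-catenin for breakdown, at 8.92 ± 0.10 (SD, n = 3) on the arrays labelled WT and 9.15 ± 0.11 (SD, n = 3) on the arrays labelled Rev-/-, and Smad3, a TGF-β mediator, at a log2 fold change of −0.16 (SE 0.063). The 15 measured genes known as Wnt targets had a median of 0.021, with Axin2, a feedback inhibitor of the pathway, at −0.17 (SE 0.083) and Cd44, an adhesion receptor, at 0.16 (SE 0.068). The 216 measured cancer pathway genes had a median of −0.0026 and a mean of 0.018, with 215 within 1.5-fold. Among them Traf2, a signalling adaptor of TNF receptors, was at −0.21 (SE 0.057) and Fn1, fibronectin, at 0.30 (SE 0.095).

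With limma, 0 genes of the Wnt list, 0 of the Wnt targets and 0 of the cancer list were called when adjusted over all kept probes, and 0 when adjusted over the list alone. At an unadjusted p of at most 0.05 there were 1 higher and 1 lower in the Wnt list, 1 higher and 0 lower among the Wnt targets and 5 higher and 3 lower in the cancer list. The adjusted p from limma's camera was 0.78 for Wnt signalling, 0.422 for Wnt targets and 0.608 for cancer pathways, and 0.807, 0.681 and 0.681 with an estimated correlation. With 0 called genes, no list could be enriched among them, and the lists were written by hand and are not those of KEGG. Among the alternatives, which include the deposited values without normalization, the sign turned for Gsk3b (1 of 17), Cd44 (2 of 17) and Fn1 (1 of 17). Kept probes of Smad3 and Cd44 differed in direction. Nr1d1 did not follow the labels from which these differences were taken.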

Notably, Wnt signaling and cancer pathways are ranked as the top two *Rev-erbα-*regulated pathways. As Wnt pathway is a major developmental signal that drives muscle development and repair^32–34^, Rev-erbα regulation of this cascade implicates its potential functions in myogenenic differentiation. In contrast, *Rev-erbα* differentially-regulated targets in cancer pathways are critical cell cycle regulators that could be involved in MPC proliferation. 

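Genes of the cell cycle and DNA replication had a median log2 fold change of 0.077 over 62 measured members between the arrays labelled Rev-/- and WT (limma's camera, adjusted p = 0.00248 with a preset correlation, 0.681 with an estimated one and 0.429 without array Rev-/- 1). The score of the list, the median of its members relative to their means, was 0.28 on Rev-/- 1, the array with the brightest bone and neutrophil transcripts, and −0.030 and −0.12 on Rev-/- 2 and 3, against −0.076, −0.023 and −0.042 on WT 1 to 3. The members with the smallest p were Ncapd2, a condensin subunit that compacts mitotic chromosomes, at 8.56 ± 0.051 (SD, n = 3) on the arrays labelled WT and 8.85 ± 0.14 (SD, n = 3) on the arrays labelled Rev-/-, and Cdc20, an activator of the anaphase promoting complex, at a log2 fold change of 0.31 (SE 0.12). Ccnd1 and Ccnd2, the D-type cyclins that drive entry into S phase, were at −0.10 (SE 0.12) and 0.17 (SE 0.20) (0.021 for Ccnd1 without WT 3 and −0.11 for Ccnd2 on the deposited values), and Myc, a growth-promoting transcription factor, at 0.021 (SE 0.065). The 17 measured inhibitors of the cell cycle had a median of 0.015, with Cdkn1a, the inhibitor p21, at −0.17 (SE 0.26) for its brightest probe and 0.0050 and 0.072 for its 2 others, Cdkn1b, the inhibitor p27, at 0.0073 (SE 0.076), Cdkn2d at 0.18 (SE 0.075) and Rbl1, a relative of the retinoblastoma protein, at 0.21 (SE 0.11). No probe used here carried the symbol Trp53.

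Of these cell cycle genes 0 were called with limma, 0 when adjusted over the list alone, and 5 higher and 0 lower had an unadjusted p of at most 0.05. Among the inhibitors 0 were called, 0 when adjusted over the list alone, and 1 higher and 0 lower had an unadjusted p of at most 0.05 (adjusted p = 0.526 from limma's camera). For the cell cycle list the adjusted p from limma's camera was 0.267 with array weights and 0.103 with the array medians aligned. It ran from 3.96e-11 to 0.681 over the alternatives that used camera. With fry it was 0.816, and 0.919 for mixed directions. The sign turned under alternatives for Ccnd1 (1 of 17), Ccnd2 (2 of 17), Myc (3 of 16) and Cdkn1b (4 of 16), and kept probes of Ccnd2 and Rbl1 differed in direction. Nr1d1 did not follow the labels behind these differences.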

Additional pathways are identified that could also modulate myogenesis, including MAPK and actin cytoskeleton regulations^35,36^. 

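MAPK signalling genes, which relay growth factor and stress signals, had a median log2 fold change of 0.0031 over 156 measured members on the arrays labelled Rev-/- against WT. Rras2, a small GTPase of the Ras family, was at 8.12 ± 0.074 (SD, n = 3) on the arrays labelled WT and 7.79 ± 0.10 (SD, n = 3) on the arrays labelled Rev-/-, and Traf2, also in the cancer list, had the next smallest p. Regulators of the actin cytoskeleton had a median of 0.022 over 71, with Arpc5l, a subunit of the actin-nucleating Arp2/3 complex, at −0.25 (SE 0.062) for the brighter of 2 probes, which differed in direction. Focal adhesion genes had a median of 0.022 over 148, with Cav2, a caveola protein, at −0.32 (SE 0.11). Genes of the extracellular matrix had a median of 0.049 over 80, with Eln and Fn1 as the members with the smallest p (limma's camera, adjusted p = 0.0315 with its preset correlation, 0.681 with an estimated one and 0.943 without array Rev-/- 1). On that array, which also had the brightest bone and neutrophil transcripts, Mmp13, a collagenase of cartilage and bone picked after its values were seen, was at 12.47, and from 6.86 to 7.70 on the other 5. Melanogenesis genes had a median of −0.0079 and a mean of 0.018 over 57. Adcy1, an adenylate cyclase of that list, was above background on all 3 arrays labelled WT, at 6.80, 6.76 and 6.73, and not well above background on any labelled Rev-/-, and was not called.

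The adjusted p from limma's camera was 0.496 for MAPK signalling, 0.392 for actin, 0.204 for focal adhesion and 0.438 for melanogenesis. That of the extracellular matrix was also 0.681 without WT 2, 0.0546 without Rev-/- 3, 0.884 with the array medians aligned, 0.15 on the deposited values, 0.083 with no filter on dim probes and 0.0517 after cyclic loess. It ran from 0.000307 to 0.943 over the alternatives that used camera. With limma 0 genes of each list were called, and 0 when adjusted over the list alone. At an unadjusted p of at most 0.05 there were 3 higher and 5 lower for MAPK signalling, 2 higher and 1 lower for actin, 4 higher and 1 lower for focal adhesion, 3 higher and 0 lower for the extracellular matrix and 2 higher and 1 lower for melanogenesis. The signal of Nr1d1 did not follow the labels. From the pathways it ranked in Fig. 2A, the paper reasons that control of the Wnt cascade implicates a potential function of Rev-erbα in myogenic differentiation, and proposes that its targets in cancer pathways could act in proliferation.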

Based on this analysis, we next examined potential Rev-erbα regulation of myogenesis through the Wnt and proliferative pathways.

**Figure 2:**
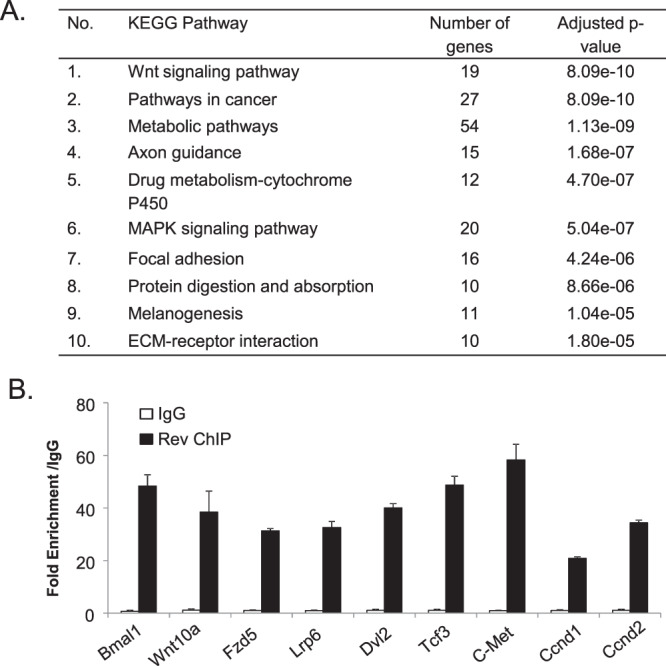
Rev-erbα transcriptional regulation of the Wnt signaling pathway and cell cycle regulators. (**A**) KEGG pathway gene enrichment analysis of differentially expressed genes in *Rev*^*−/−*^ vs. WT primary myoblasts. Genes that were significantly regulated with fold change ≥ 1.5 and adjusted P ≤ 0.05 from microarray analysis were analyzed (n = 3). Top 10 most significantly regulated biological pathways ranked by adjusted P values are listed. The dataset is deposited as NCBI GSE110765. (**B**) ChIP-qPCR analysis of Rev-erbα occupation of identified RORE sites in regulatory regions ±1 kb of candidate target genes in Wnt signaling or cell cycle regulators in proliferative C2C12 myoblasts (n = 3). Values are expressed as fold enrichment over IgG and known Rev-erbα binding site in Bmal1 first intron was included as positive control.

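Wnt10a, a secreted Wnt ligand, was above background on 4 of 6 arrays, with log2 intensities of 6.73 ± 0.046 (SD, n = 3) on the arrays labelled WT and 6.74 ± 0.083 (SD, n = 3) on the arrays labelled Rev-/-. Wnt3a, another ligand, was not well above background on any array. Fzd5, a Frizzled receptor, had log2 intensities of 7.61 ± 0.0050 (SD, n = 3) on the arrays labelled WT and 7.83 ± 0.24 (SD, n = 3) on the arrays labelled Rev-/-, a log2 fold change of 0.22 (SE 0.11), with all 3 arrays labelled Rev-/- above all 3 labelled WT (exact permutation p = 0.1, 2-sided, the smallest possible here), and of 0.085 without Rev-/- 1, which alone was at 8.10 against 7.71 and 7.68 on Rev-/- 2 and 3, while its other kept probe differed in the opposite direction. Lrp6, the Wnt co-receptor, was at a log2 fold change of −0.060 (SE 0.070) and its 2 probes also differed in opposite directions. Dvl2, a Dishevelled protein that relays the receptor signal, was not well above background on any array labelled WT and was above it on 1 labelled Rev-/-.

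Tcf7l1 and Tcf7l2, the TCF factors of the Wnt pathway once called Tcf3 and Tcf4, were at −0.079 (SE 0.064) and 0.15 (SE 0.13). The genes that now carry the symbols Tcf3 and Tcf4 were at −0.060 (SE 0.077) (0.0028 with the array medians aligned) and 0.033 (SE 0.077). Ctnnb1, which encodes β-catenin, was at −0.10 (SE 0.065) for the brightest of 4 kept probes, of which 2 were positive and 2 negative, with 1 at 0.27, and kept probes of Tcf7l1 and Tcf7l2 also differed in direction. The sign turned under alternatives for Wnt10a (4 of 16), Lrp6 (1 of 17), Tcf3 (1 of 16), Tcf7l2 (1 of 17), Tcf4 (3 of 17), Ctnnb1 (1 of 17) and Ccnd1 (1 of 17). Met, the receptor of hepatocyte growth factor, was above background on 1 array labelled WT and not well above background on any labelled Rev-/-. All 3 probes of Ccnd1 had a negative log2 fold change, and the brightest had log2 intensities of 10.81 ± 0.22 (SD, n = 3) on the arrays labelled WT and 10.71 ± 0.12 (SD, n = 3) on the arrays labelled Rev-/-. The adjusted p from limma was at least 0.997 for each of these genes. Nr1d1 did not follow the labels from which these directions were taken.

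**Figure D3:**
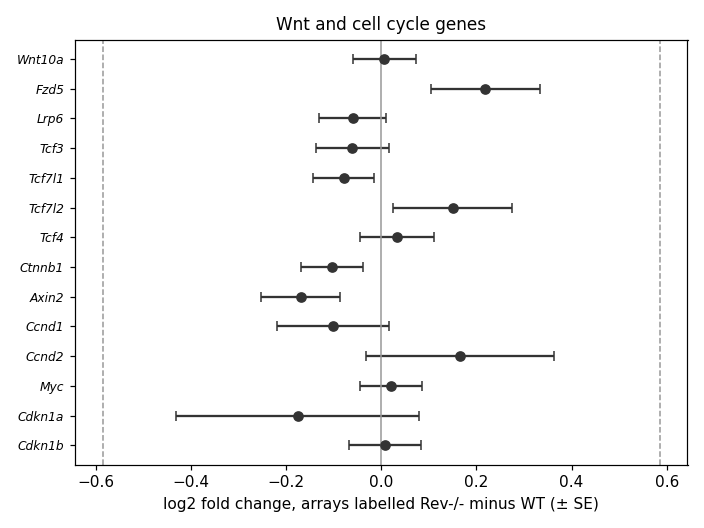
Log2 fold change of 14 Wnt and cell cycle genes (vertical axis) between the 3 arrays labelled Rev-/- and the 3 labelled WT (horizontal axis, points), with bars for the SE and dashed lines at 1.5-fold. All 14 points lie within the dashed lines, and Fzd5 is farthest to the right at 0.22.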

Based on Rev-erbα differentially-regulated transcripts revealed by gene expression profiling, we next identified its candidate target genes in the Wnt and proliferative pathways. Following screening for putative consensus Rev-erbα binding sequence ROR-response element (RORE) within the +2 kb promoter region plus 1 kb downstream of transcription start site among these genes, ChIP-qPCR was performed to detect direct Rev-erbα chromatin occupancy on identified regulatory sites (Fig. 2B). Indeed, using the RORE Rev-erbα binding site on its known target Bmal1 first intron as a positive control, robust enrichment of chromatin association comparable to the known Bmal1 site were detected in a number of genes in Wnt signaling cascade as well as cell cycle regulators (c-Met, Cyclin D1 and D2). The striking finding of direct Rev-erbα transcriptional control of distinct steps along the Wnt pathway, including the ligand Wnt10a, receptors (Fzd5, Lrp6, Dvl2), and the transcription mediator (Tcf3), suggests that it may exert robust coordinated regulation of Wnt signaling, whereas its control of multiple proliferative genes indicates potential inhibitory effect on cell cycle.

### Ablation of Rev-erbα promotes myogenic gene expression in skeletal muscle and myoblast proliferation

Global *Rev-erbα-null* (*Rev*^*−/−*^) mice were generated as previously described^23^. In *Rev*^*−/−*^ mutant mice, *Rev-erbα* transcript in representative mixed fiber type muscle quadriceps is undetectable (Fig. 3A). Due to the loss of Rev-erbα repression activity on its direct target gene, *Bmal1* mRNA level is markedly up-regulated ~5-fold as compared to the WT, as expected. The loss of *Rev-erbα* does not affect muscle development and growth, and histological analysis of quadriceps muscle cross sections of 8-week-old *Rev*^*−/−*^ mice did not reveal obvious defects.

**Figure 3:**
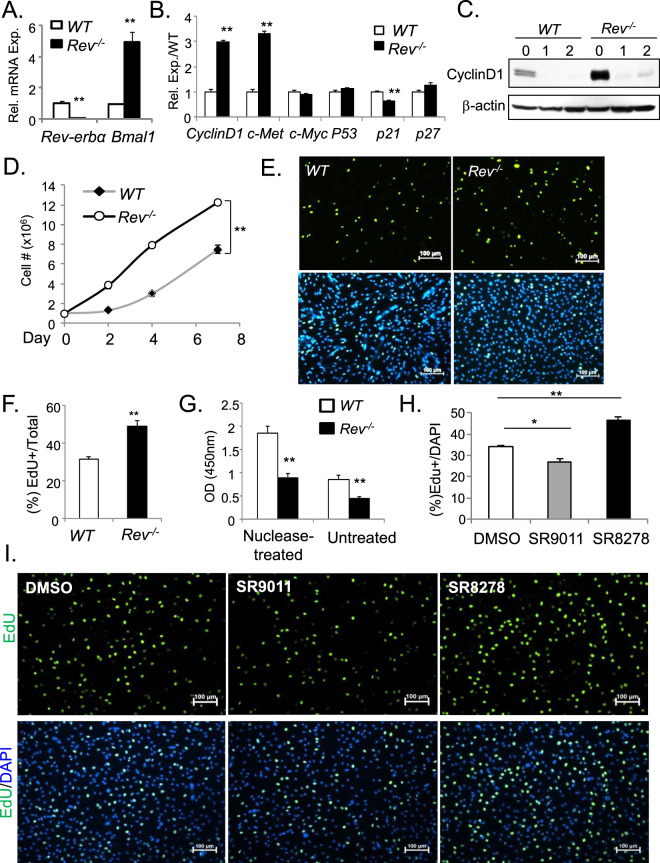
Rev-erbα inhibits myoblast proliferation. (**A**) RT-qPCR analysis of *Rev-erbα* and *Bmal1* mRNA in quadriceps of WT and *Rev*^*−/−*^ mice (n = 6/group). (**B**–**G**) Genetic loss-of-function of *Rev-erbα* promotes proliferation of primary myoblasts. (**B**) RT-qPCR analysis of expression of cell cycle regulators (n = 4). (**C**) Immunoblot analysis of Cyclin D1 protein level before and during differentiation in WT and *Rev*^*−/−*^ primary myoblasts (n = 3/time point). (**D**) Growth rate of primary myoblasts as assessed by increase in cell numbers monitored for 7 days in culture. Cells were seeded at a starting density of 1 × 10^6^/10 cm plate (n = 4/time point). **p ≤ 0.01 by one-way ANOVA. (**E**,**F**) Representative images of EdU labeling with corresponding DAPI image to assess proliferation (**E**) with quantification normalized to total cell numbers assessed by DAPI (F, n = 6). (**G**) Analysis of apoptosis by quantitative TUNEL assay in primary myoblasts (n = 5/group). **P < 0.01 *Rev*^*−/−*^ vs. WT by Student’s t test. (**H**,**I**) Effects of Rev-erbα ligands, agonist SR9011 and antagonist SR8278, on primary myoblast proliferation, as represented by quantification of percent of EdU+ cells/DAPI (H, n = 6/treatment group), with representative images of EdU labelling and DAPI shown (I, 10X). Cells were treated with DMSO (0.1%), SR9011 (10 nM) or SR8278 (10 nM) for 24 hours prior to EdU labelling for 6 hours. ***P ≤ 0.05 or 0.01 treated vs. DMSO by Student’s t test.

As findings from the microarray study suggested, we further validated *Rev-erbα* transcriptional regulation of cancer pathway genes by RT-qPCR analysis. *Rev-erbα*-deficient myoblasts display ∼3-fold inductions of *Cyclin D1* and *c-Met*, whereas the cell cycle inhibitor *p21* was significantly suppressed (Fig. 3B). Furthermore, Cyclin D1 protein level in proliferating *Rev*^*−/−*^ myoblasts is markedly elevated as compared to WT prior to myogenic induction (D0 level prior or differentiation, Fig. 3C), although it can be similarly suppressed upon differentiation. We next tested whether *Rev-erbα* transcriptional control of cancer/proliferative pathways impacts proliferation, and found that primary myoblasts lacking *Rev-erbα* display an accelerated growth rate that nearly doubles that of the WT cells after seven days in culture (Fig. 3D). Direct examination of proliferative myoblasts by EdU incorporation revealed a significant 54.8% increase of proliferation rate in *Rev*^*−/−*^ *cells* as compared to WT controls (Fig. 3E,F). In addition, quantitative TUNEL assay to assess apoptotic rate in *Rev*^*−/−*^ cells these cells found a ~53% reduction under with basal untreated, or nuclease-treated conditions (Fig. 3G).

The genetic loss-of-function studies indicate that *Rev-erbα* negatively modulates myoblast proliferation. As the activity of Rev-erbα is amenable to modulation by synthetic ligands^21,22^, we tested whether pharmacological interventions of Rev-erbα affect myoblast proliferation, and found that activation of Rev-erbα by synthetic agonist SR9011 significantly attenuates, whereas its inhibition by an antagonist SR8278 augments primary myoblast proliferation (Fig. 3H,I). Thus, findings from genetic and pharmacological manipulations collectively demonstrate that *Rev-erbα* inhibits MPC proliferation.

### Rev-erbα suppresses Wnt pathway gene expression and signaling activity

As microarray study indicate that Wnt pathway is a top *Rev-erbα*-regulated process, we performed RT-qPCR analysis among differentially regulated genes identified and found that multiple components in the canonical Wnt cascade are significantly induced in *Rev*^*−/−*^ myoblasts as compared to WT (Fig. 4A). These genes include Wnt ligands, *Wnt10a* and *Wnt3a*, the Wnt receptor, *Fzd5*, and the Wnt signaling transcription mediator *Tcf4*. Of note, loss of *Rev-erbα* does not alter the transcript level of *Dishevelled 2* (*Dvl2)* and *β-catenin*. Expression of the Wnt target gene, *Axin2*, is also up-regulated, suggesting increased Wnt signaling activity in *Rev-erbα*-deficient myoblasts. Canonical Wnt signaling is transmitted through the inhibition of GSK-3β activity upon Wnt ligand stimulation and the subsequent nuclear translocation of β-catenin to activate TCF-induced transcription^37^. We thus determined Wnt signaling activity through analysis of β-catenin nuclear translocation in response to Wnt3a. As shown by immunoblot analysis of nuclear fraction vs. total cellular protein extract in WT cells (Fig. 4B), Wnt activity as assessed by nuclear β-catenin level is low in the absence of Wnt, and Wnt3a stimulation elicited a robust ~6-fold nuclear accumulation, as expected. In contrast, although the basal level of nuclear β-catenin remains low in *Rev*^*−/−*^ myoblasts, Wnt3a-stimulated nuclear translocation is markedly augmented, reaching ∼70% higher than that of the WT as shown by quantitative analysis. Using a Wnt-responsive TopFlash-Luciferase reporter to monitor TCF-mediated transcriptional activity^16^, we further examined whether Rev-erbα inhibition by stable shRNA knockdown (*RevKD*) affects Wnt signaling in C2C12 myoblasts, generated using clonal selection after transfection as previously^16^. As shown in Fig. 4C, Wnt signaling as detected by the reporter was significantly higher in *RevKD* cells, with Wnt3a-stimulated activity increased ~90% as compared to cells with scrambled control shRNA (SC).

**Figure 4:**
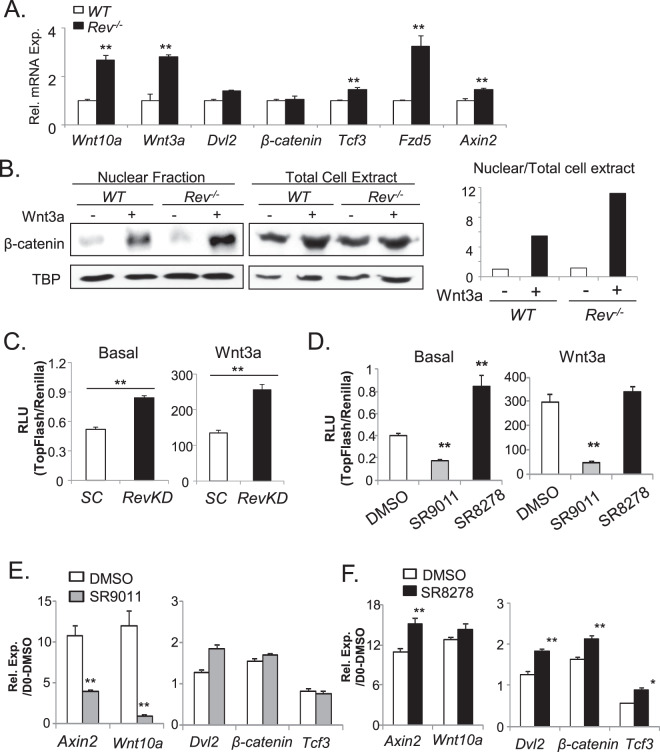
Rev-erbα regulation of Wnt pathway gene expression and signaling activity. (**A**) RT-qPCR analysis of Wnt pathway gene expression in WT and *Rev*^*−/−*^ primary myoblasts (n = 4). (**B**) Wnt signaling activity as assessed by immunoblot analysis of nuclear translocation of β-catenin in WT and *Rev*^*−/−*^ primary myoblasts. The ratio of nuclear to cytosolic β-catenin protein levels under basal and Wnt3a-stimulated conditions were calculated after normalization to TBP as loading control. (**C**) Wnt signaling activity was assessed by TopFlash-Luc reporter under basal and Wnt3a-stimulated conditions in C2C12 myoblasts with stably transfected scrambled control (SC) shRNA or Rev-erba knockdown (RevKD) shRNA (n = 5). **p ≤ 0.05 by Student’s t test. (**D**) The effects of Rev-erbα ligands, agonist SR9011 and antagonist SR8278, on Wnt signaling activity were assessed by TopFlash luciferase reporter assay in C2C12 myoblasts (n = 5/group). Ligands were added 8 hours prior to overnight Wnt3a (40%) stimulation before luciferase assay. **P < 0.01 vs. DMSO control by Student’s t test. (**E**,**F**) The effect of agonist SR9011 (**E**), and antagonist SR8278 (**F**) on Wnt signaling pathway gene expression as analyzed by RT-qPCR analysis, at 4 days of C2C12 myoblast differentiation (n = 3). ***P ≤ 0.05 or 0.01 vs. DMSO control.

Using this approach, we further determined the effects of pharmacological modulations of Rev-erbα activity on Wnt signaling. As shown by the Wnt-responsive luciferase reporter activity, Rev-erbα agonist, SR9011, markedly suppressed Wnt signaling at basal and Wnt3a-stimulated conditions (Fig. 4D). In contrast, the *Rev-erbα* antagonist, SR8278, augmented TopFlash reporter activity by 2-fold at basal state, although not under Wnt3a-stimulated state likely due to the saturated transcriptional activity levels induced by Wnt3a. In line with the observed effects of Rev-erbα ligands on Wnt signaling, SR9011 markedly inhibited the expression of Wnt pathway components, *Axin2* and *Wnt10* (Fig. 4E). In contrast, SR8278 was able to up-regulate the expression of *Axin2*, *Dvl2*, *β-catenin* and *Tcf3* genes within the Wnt cascade (Fig. 4F).

### Rev-erbα inhibits myogenic differentiation

As *Rev-erbα* inhibits Wnt signaling^32–34^, we postulate this regulation may lead to suppression of myogenic differentiation. We thus tested *Rev-erbα*-deficient primary myoblasts differentiation upon 2% horse serum induction, and found that the loss of *Rev-erbα* accelerated their morphological transformation toward organized myotubes (Fig. 5A). The advanced differentiation is further validated by a ~60% increase in the number of MyHC^+^ myofibers by immnostaining (64.4% *vs*. 42.8%) at 24 hours upon differentiation, together with higher percentage of fused myofibers containing multiple nuclei (Fig. 5B,C). Accompanying the accelerated morphological transformation, *Rev*^*−/−*^ myoblasts display elevated expression of *Myf5*, *Myod* and *myogenin* during the differentiation time course as compared to WT cells, particularly at late differentiation stage of day 2 (Fig. 5D).

**Figure 5:**
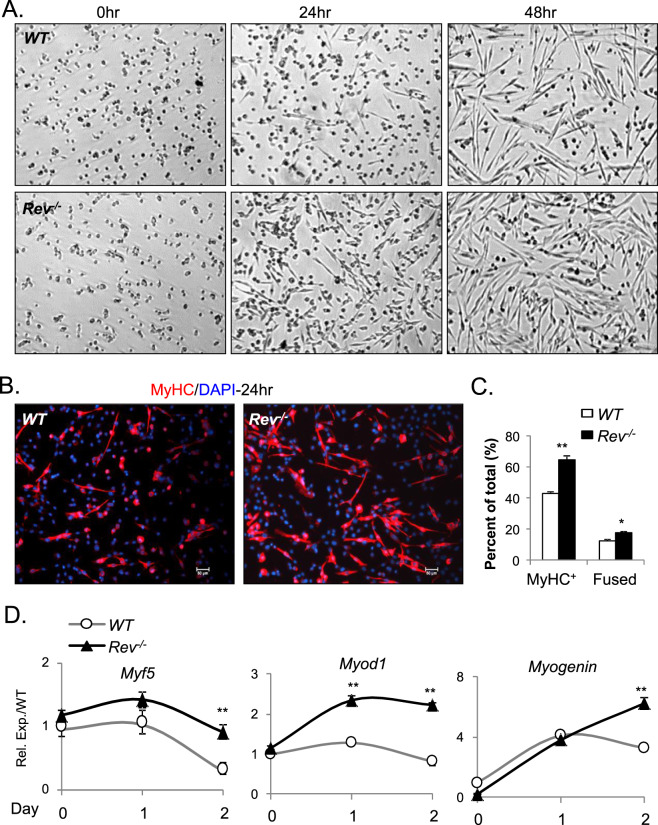
Loss of *Rev-erbα* enhances myogenic differentiation of *Rev*^*−/−*^ primary myoblasts. (**A**) Representative phase-contrast images of morphologic progression of WT and *Rev*^*−/−*^ primary myoblasts subjected to 2% horse serum-induced myogenic differentiation for 48 hours. (**B**,**C**) Representative images of MyHC immunostaining at 24 hours after myogenic induction (B, 10X). Quantification of total MyHC+ and fused myofibers (myofibers containing ≥ 2 nuclei) was shown in (**C**, 20X, n = 5). (**D**) RT-qPCR analysis of myogenic transcription factor induction during WT and *Rev*^*−/−*^ primary myoblasts differentiation over 2 days (n = 3).

We next examined whether *Rev-erbα* ligands affects myoblast differentiation. Opposite to the effect of genetic loss-of-function, activation of Rev-erbα by SR9011 markedly suppresses the appearance of myotubes at day 3 of early myoblast differentiation in C2C12 cell line, as compared to the DMSO-treated controls (Fig. 6A). At 6 days post myogenic induction when myotube formation of DMSO-treated myoblasts is largely complete, there is still a significant percentage of cells in SR9011-treated culture remain undifferentiated. Immunostaining of MyHC at 3 days post-differentiation confirmed an evident defect in myotube formation, as SR9011 nearly abolished the mature myocyte marker expression (Fig. 6B,C). Gene expression analysis revealed that SR9011 repressed the expression of known Rev-erbα target genes, *Rev-erbα* itself and *Bmal1*, indicating the activation of Rev-erbα transcription activity. Furthermore, myogenic regulatory factors (*Myod1, Mrf4, myogenin*) and myocyte-specific markers (*Myhc3*, *Myhc7* and *MLC1*) were markedly down-regulated by SR9011 as compared to control (Fig. 6D), corroborating the impaired differentiation phenotype in SR9011-treated cells.

**Figure 6:**
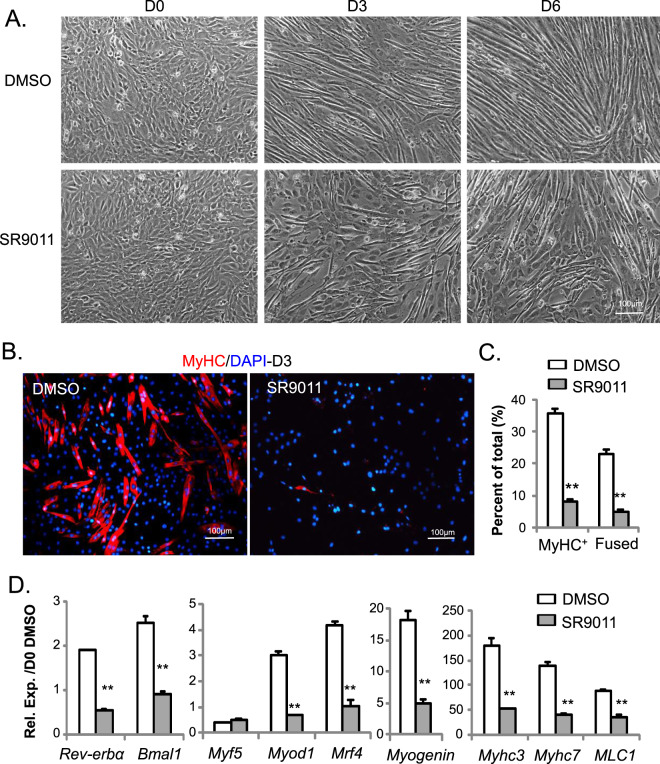
Activation of Rev-erbα by agonist SR9011 inhibits myogenic differentiation. (**A**–**C**) Inhibition of Rev-erbα agonist SR9011 on morphological progression of C2C12 myogenic differentiation for 6 days, as shown by representative phase-contrast images (**A**). Effect of SR9011 on myogenic differentiation as indicated by immunostaining of MyHC in day 3-differentiated C2C12 on chamber slides (**B**), with quantification of total MyHC+ and fused myofibers (**C**, n = 5/group) in the presence of vehicle (DMSO) or SR9011. DMSO (0.1%) or SR9011 (10 nM) were added 8 hours before myogenic induction and maintained throughout differentiation. (**D**) RT-qPCR analysis of SR9011 effect on suppressing myogenic gene expression at day 4 of C2C12 differentiation (n = 3). ***P ≤ 0.05 or 0.01 SR9011 vs. DMSO by Student’s t test.

In contrast to SR9011, the Rev-erbα antagonist, SR8278, promotes the morphological changes toward mature myotube formation in C2C12 myoblasts relative to DMSO-treated controls (Fig. 7A). SR8278 treatment significantly increased the percentage of MyHC^+^ myofibers and fused myofiber containing multiple nuclei upon 3 days of myogenic induction (Fig. 7B,C). The accelerated morphological differentiation was accompanied by augmented expression of myogenic regulatory factors (*Myf5, Myod1 and Mrf4*) and myocyte-specific markers (*Myhc3, Myhc7 and MLC1*, Fig. 7D). SR8278 effectively blunted the transcription repressor activity of Rev-erbα, as indicated by the induction of *Rev-erbα* and *Bmal1* transcripts. Thus, both genetic and pharmacological findings demonstrate that *Rev-erbα* inhibits MPC differentiation.

**Figure 7:**
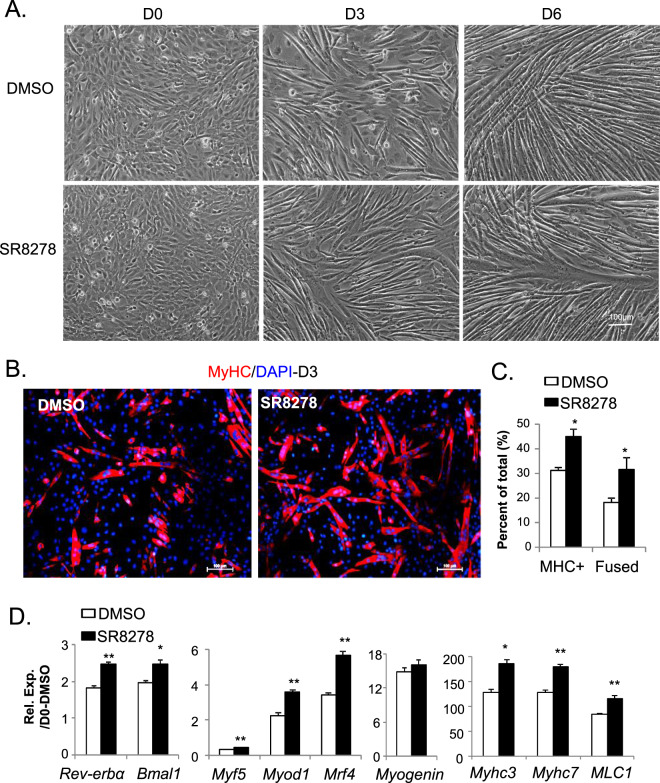
Inhibition of Rev-erbα by antagonist SR8278 promotes myogenic differentiation. (**A**–**C**) Advanced morphological progression of C2C12 myoblast differentiation treated by SR8278 as compared to DMSO, as shown by representative phase-contrast image at day 0 to 6 in culture (**A**). Effect of SR8278 on myogenic differentiation as indicated by MyHC immunostaining in day 3-differentiated C2C12 on chamber slides (**B**), with quantification of total MyHC+ and fused myofibers (**C**, n = 5/group), in the presence of vehicle (DMSO) or SR8278. Cells were treated with DMSO (0.1%) or agonist SR8278 (10 nM) 8 hours prior to induction of differentiation and maintained throughout differentiation. (**D**) RT-qPCR analysis of effect of SR8278 on myogenic gene expression at day 4 of C2C12 differentiation (n = 3). ***P ≤ 0.05 or 0.01 SR8278 vs. DMSO by Student’s t test.

### Loss of Rev-erbα augments muscle regeneration and satellite cell proliferative expansion

Upon muscle injury, the orderly activation, proliferation, and differentiation of MPCs, satellite cells and its progenies, critically determine the regenerative repair response^15,38^. Based on our findings of *Rev-erbα* inhibition of proliferation and differentiation in myoblasts, loss of these activities may promote muscle regeneration *in vivo*. We thus test the regenerative response of *WT* and *Rev*^*−/−*^ animals to cardiotoxin (CTX)-induced muscle injury CTX was injected throughout the length and thickness of Tibialis Anterior muscle to ensure uniform injury response, as described^17^, and muscle regenerative repair was monitored for 30 days after injury. Initial histological examination of the regeneration time course suggests enhanced repair in *Rev-erbα*-null mutants as compared to WT (Fig. 8A). At the peak of new myofiber synthesis at day 5, when nascent myofibers of WT are small, new *Rev*^*−/−*^ myofibers appear larger with robust basophilic staining. More advanced maturation of well-formed new myofibers containing central nuclei is evident by day 8 post-injury. At day 30 when the normal morphology of the muscle is largely restored by regenerated myofibers, quantitative analysis of cross-section areas reveal significantly skewed distribution toward larger myofibers in *Rev*^*−/−*^ mice as compared to the WT (Fig. 8B). The expression kinetics of key factors involved in MPC proliferative and myogenic response during the regeneration time course was examined, as shown in Fig. 7C. Upon muscle damage, satellite cells are activated to proliferate and expand to provide new myonuclei for regenerative repair. This normal response of satellite cell expansion in WT mice is reflected by the strong induction of the satellite cell marker, Pax7 protein, which peaks at 5 days after injury, gradually declines at day 8 and terminates at 14 days (Fig. 8C). In comparison, *Rev-erbα*-null mice display elevated Pax7 induction throughout the satellite activation stages at day 3 and 5, with its peak level advanced to day 3. The continued high expression of Pax7 in *Rev-erbα*-null mice as compared to WT at day 8 post-injury indicates a potentially more sustained satellite cell proliferative expansion phase. In line the expression kinetics of Pax7, Cyclin D1 induction at day 3 and 5 are markedly higher in *Rev*^*−/−*^ mice, suggesting increased proliferative activities of cycling myogenic progenitors. Interestingly, myogenin levels in these mice exhibit a similarly augmented kinetics with an early peak expression at day 3, suggesting concomitantly enhanced myogenic maturation of activated progenitors. As the elevated Pax7 protein observed at day 8 near the end of the proliferative expansion suggests more abundant Pax7-expressing satellite cells, we determined satellite cell numbers directly through Pax7 immunofluorescence staining in muscle sections (Fig. 9A). Consistent with the low expression of Pax7 in WT mice at day 8 post injury, the number of Pax7+ satellite cells detected is limited. In contrast, ~50% higher amount of satellite cells was found in regenerating *Rev*^*−/−*^ muscle than the WT (Fig. 9B,C). Furthermore, identification of proliferating satellite cell by EdU incorporation *in vivo* revealed nearly doubling of the number of cells with EdU^+^/Pax7^+^ co-staining in *Rev*^*−/−*^ muscle as compared to WT (Fig. 9D). These findings demonstrate that, in line with the observed functions of *Rev-erbα* in suppressing MPC proliferative and myogenic activities, the loss of *Rev-erbα* augments satellite cell-mediated regenerative repair *in vivo*.

**Figure 8:**
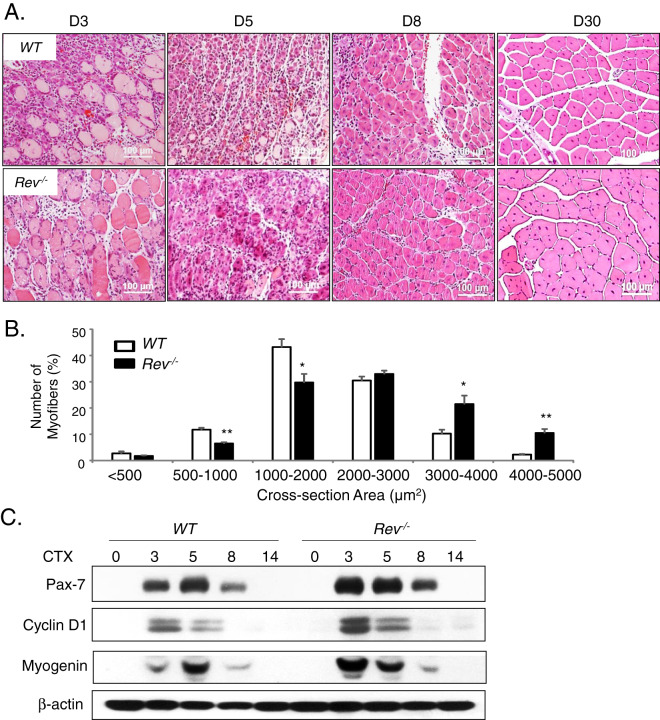
Loss of Rev-erbα enhances muscle regeneration. (**A**) Representative images of H/E histological analysis of muscle regeneration at 3, 5, 8 and 30 days. The number of mice used for these analysis are: day 0 (WT n = 6, *Rev*^*−/−*^ n = 6), day 3 (WT n = 6, *Rev*^*−/−*^ n = 5), day 5 (WT n = 7, *Rev*^*−/−*^ n = 6), day 8 (WT n = 5, *Rev*^*−/−*^ n = 6), day 14 (WT n = 6, *Rev*^*−/−*^ n = 5), day 30 (WT n = 6, *Rev*^*−/−*^ n = 8). (**B**) Quantitative analysis of regenerated myofiber diameter distribution at 30 days after cardiotoxin injury in WT (n = 6) and *Rev*^*−/−*^ mice (n = 8). Values are represented as the percentage of number of myofibers within the indicated range over total number of myofibers. Three representative 10X sections with ~450 total myofibers were counted for each mouse in the group. Non-parametric Kruskal–Wallis ANOVA for dataset p-value < 0.0001, and non-parametric Mann-Whitney test are indicated for individual cross section area category: ***P ≤ 0.05 or 0.01 *Rev*^*−/−*^ vs. WT. (**C**) Immunoblot analysis of protein levels of cell cycle regulator and myogenic marker in regenerating TA muscle lysate at indicated time points after CTX injury. Protein samples were pooled from each group of WT or *Rev*^*−/−*^ at indicated time point as shown in (**A**).

**Figure 9:**
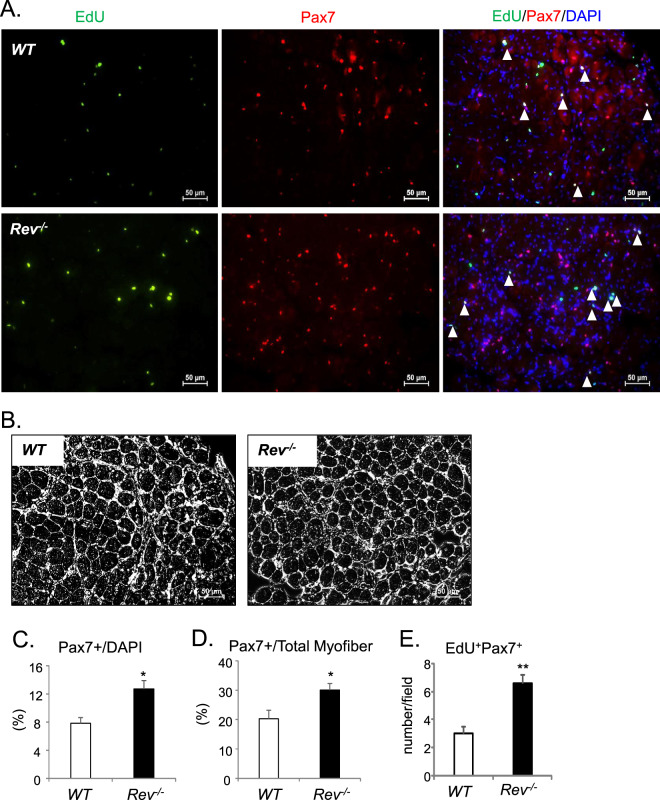
Loss of Rev-erbα promotes satellite cell proliferative expansion during muscle regeneration. (**A**,**B**) Representative images of Pax7 immunofluorescent staining to identify total and EdU staining to label proliferative satellite cells, in day 8-regenerating TA post CTX injury (**A**). Arrowheads denote co-localization of Pax7 (red), EdU (green) with DAPI (blue) that identifies proliferating satellite cells. Phase contrast images of corresponding fields were shown in (**B**). (**C**–**E**) Quantification of number of Pax7+ satellite cells expressed as percentage of total nuclei (**C**), or normalized as the percentage of total number of myofibers (**D**); and the number of proliferative satellite cells as indicated by co-localized Pax7+ and EdU+ staining (**E**, n = 4). ***P ≤ 0.05 or 0.01 *Rev*^*−/−*^ vs. WT by Student’s t test.

## Discussion

Maintenance of proper MPC proliferation and differentiation functions critically determines skeletal muscle growth and repair^15,38^. Our study identifies that the clock repressor *Rev-erbα* is an inhibitory factor of MPC proliferative and myogenic properties, and these functions suppress skeletal muscle regeneration *in vivo*.

The appropriate balance and separation between proliferation and differentiation of MPCs ensures the expansion of the myogenic precursor pool and their subsequent maturation for muscle repair. Manipulations that promote MPC proliferation alone hinder myogenic differentiation, whereas enhancing differentiation limits MPC proliferative growth^39–42^. Our current study uncovers an intriguing finding that the loss of *Rev-erbα* function coordinately facilitates MPC proliferation with myogenic progression. Similar to the known effects of IGF-1 on myoblasts^43–45^ but distinct from typical cell cycle regulators or myogenic factors, these actions likely contributed to the enhanced myogenic repair observed in *Rev-erbα-null* mice in concert. These inhibitory Rev-erbα functions in regenerative myogenesis could be a mechanism to prevent excessive tissue remodeling in response to injury and maintain tissue homeostatic control. On the other hand, suppressing Rev-erbα activity may have the potential to promote skeletal muscle regenerative capacity. Given that we have demonstrated previously that *Bmal1* promotes MPC myogenic activities^16,17^, *Rev-erbα* may function in concert with *Bmal1* or additional clock regulators in MPC to orchestrate skeletal muscle regenerative myogenesis.

Through gene expression profiling, we uncovered a novel mechanistic link between Rev-erbα and the Wnt signaling pathway. We identified that genes along distinct steps of the Wnt cascade are direct Rev-erbα target genes with RORE consensus binding sites. This raises an intriguing possibility whether RORα, the transcription activator of the RORE elements and critical for the core clock loop^1^, may exert positive transcriptional control of Wnt and proliferative pathway to modulate myogenesis. Future studies of potential RORα functions in myogenic pathways would lend additional support to circadian clock mechanisms involved. And, as another ligand-modulated nuclear receptor, RORα regulations of myogenic repair may also reveal novel therapeutic targets for muscle diseases^46–48^. Interestingly in previous studies, we found that *Bmal1* exerts positive transcriptional control of key signaling nodes of the Wnt pathway to promote myogenesis^16^. The new findings in our study suggest that it is possible that the *Bmal1* activation together with *Rev-erbα* repression, likely at distinct times in a circadian cycle, may underlie rhythmic expression of Wnt pathway genes, as we demonstrated in synchronized myoblasts in the previous study^16^. As Wnt pathway is a major developmental signal that drives myogenesis, its modulation by clock regulators may confer an additional layer of control to fine-tune the myogenic cascade. A study by Downes *et al*. found that ectopic overexpression of a *Rev-erbα* dominant negative mutant promotes myogenic differentiation^49^, a finding that is consistent with our current results. Notably in our study, the effect of loss of endogenous Rev-erbα on muscle regeneration *in vivo* is not as marked as demonstrated by the dominant negative mutant. It is possible that a closely related Rev-erbβ gene may have partially overlapping myogenic functions with Rev-erbα that provides functional redundancy in muscle regeneration^18^.

An intimate link between circadian clock and cell cycle regulation has long been established^50,51^. CLOCK-controlled mRNA in growth and differentiation comprise ~15% of all transcripts in skeletal muscle^7^. Studies of *Bmal1* on MPC proliferation and satellite cell expansion^16,17^ are in line with this notion^11,12^. Based on the significant overlap of Rev-erbα and Bmal1 genomic targets and their opposing functions in the clock circuit^18^, Rev-erbα may inhibit MPC proliferation. Although few studies directly examined Rev-erbα function in proliferative pathways, several observations to date supports its involvement. *Rev-erbα*-deficiency increases hippocampal neuronal progenitor proliferation^52^, whereas its activation by SR9011 inhibits breast cancer cell proliferative growth^53^. With our finding of Rev-erbα inhibitory effect on myoblast proliferation, it may modulate proliferative behaviors in a broad array of tissue/cell types. Many of Rev-erbα differentially-regulated genes in cancer/proliferative pathway we identified shares significant overlap with a published ChIP-Seq dataset^18^. Indeed, our analysis of chromatin association of Rev-erbα among its differentially-regulated genes indicate that several cell cycle regulators are its direct transcriptional targets in proliferative myoblasts, although additional targets of Rev-erbα in proliferative pathway may be uncovered through global ChIP-Seq approaches in future studies.

*Rev-erbα* expression was strongly suppressed by muscle injury stimuli. This finding suggests that physiological inhibitory effects of Rev-erbα on MPC proliferation and myogenesis may help maintain a quiescent state, and that its relief upon injury facilitates myogenic activation in repair. Possibly due to its dynamic regulation by injury stimuli, no significant effect of *Rev-erbα* ablation on muscle growth was evident under normal condition. Potential functional redundancy between *Rev-erbα* and *Rev-erbβ* with overlapping genomic targets is another possibility. Current findings of Rev-erbα regulation of MPC behavior establish a basis for future in-depth analysis of molecular clock function in muscle stem cells. A growing body of evidence indicates that the circadian clock is required for coordinating stem cell response to external stimuli in tissue growth and remodeling processes^54–57^. Rev-erbα regulation of proliferation and differentiation pathways, as we uncovered in this study, may apply to a myriad of stem cell paradigms beyond skeletal muscle repair.

Rev-erbα inhibition of MPC behavior in isolated primary myoblasts suggests the cell-autonomous roles of Rev-erbα. Enhanced satellite cell proliferation in regenerative expansion we observed in Rev-erbα-null mice is consistent with this notion. Nonetheless, although MPC is major cellular source for muscle regeneration, optimal repair requires additional stem cell populations and other cell types including macrophages, fibroblasts, endothelial cells^38,58–61^. The global ablation of the Rev-erbα-null in our study therefore cannot exclude its involvement in additional processes of regeneration. Particularly, the known immune-modulatory activities of Rev-erbα may contribute to regenerative repair^62,63^. Future cell type-selective gene targeting studies are required to dissect the cell-autonomous Rev-erbα functions in MPC vs. other cell types in skeletal muscle repair.

As a “druggable” nuclear receptor, Rev-erbα activity is modulated by synthetic ligands^21,22^. Our *in vitro* studies of *Rev-erbα* antagonist SR8278 in myoblasts provide the evidence and mechanisms by which that pharmacological inhibition of *Rev-erbα* augments MPC myogenic activities. Consistent with our current findings, a recent study by Welch *et al*.^64^ tested SR8278 in mdx mice that resulted in functional improvement of dystrophic pathpophysiology. Thus, as these studies uncovered, there are potential therapeutic utilities of Rev-erbα antagonism in degenerative or dystrophic muscle diseases through stimulation of myogenic growth and repair mechanisms. Ultimately, better mechanistic understandings of Rev-erbα function in myogenic progenitor behavior may lead to the discovery of new strategies to enhance regenerative capacity for the maintenance of muscle mass.

## Supplementary information

Suppl Info

# Supplementary material for: The Nuclear Receptor and Clock Repressor Rev-erbα Suppresses Myogenesis
**Source:** Sci Rep. 2019 Mar 14;9:4585. doi: 10.1038/s41598-019-41059-7

The Nuclear Receptor and Clock Repressor Rev-erba Suppresses Myogenesis

Somik Chatterjee¹, Hongshan Yin^{1,2}, Weini Li³, Jeongkyung Lee⁴, Vijay K. Yechoor⁴, Ke Ma^{3#}

Supplemental Table 1. Primary antibodies list.

Antibody	Source	Cat#	Dilution
Rev-erba	Thermo Scientific	PA5-29865	1:1000
Pax7	Developmental studies<br>Hybridoma Bank	Pax7	1:100
Cyclin D1 (92G2)	Cell Signaling	92G2	1:1000
Beta-catenin	BD Biosciences	610153	1:1000
GAPDH clone 6C5	Millipore	MAB374	1:1000
Myogenin	Millipore	MAB3876	1:200
Beta-actin	Abcam	AB3280	1:4000
TBP	Santa Cruz	SC-204	1:500

Supplemental Table 2. Primer sequence for qPCR analysis.

**Genes**		**Sequences**
Bmal1	Forward	CGCTTTCTGGAGGGTGTCCGC
	Reverse	TGCCAGGACGCGCTTGTACC
Wnt5a	Forward	TGGCATCCGGTGCACTGCAG
	Reverse	CCCTCCAGAAGGGTAGCACGCT
Fzd5	Forward	ACTCACCGTGCTAAGGATGGCTGT
	Reverse	TCACGCCTTTTCATAACACATTCC
Wnt10α	Forward	CAACGCGTGCGCTCTGGGTA
	Reverse	TGGCTCAAGCCCTTTCCGCG
Dvl2	Forward	TCAGTTTGCGGGTGTGCGCAG
	Reverse	TTCGTCTCGCCTACACCACCG
Fzd5	Forward	AATCATGCAGGGGGCCCCGAA
	Reverse	CGACAAGCTAGGTACCTGTGGCG
TCF3	Forward	AGGGCCTGCCAGGGACATCA
	Reverse	GGATGGCCTCGTCCAAGCGG
β-catenin	Forward	CGCTTGGCTGAACCATCAC
	Reverse	GTTCCGCGTCATCCTGATAGT
Myod1	Forward	TGGCATCCGGTGCACTGCAG
	Reverse	CCCTCCAGAAGGGTAGCACGCT
Myf5	Forward	AGCTGCTGAGGGAACAGGTGGA
	Reverse	ATTCAGGCATGCCGTCAGAGCA
Axin2	Forward	TGACTCTCCTTCCAGATCCCA
	Reverse	TGCCCACACTAGGCTGACA
Myogenin	Forward	GTCCCAACCCAGGAGATCATT
	Reverse	AGTTGGGCATGGTTTCGTCT
MHC3	Forward	AAGGCCATCACTGACGCCGC
	Reverse	CGCCAGCTGCTCAGCCTCAT
MLC1	Forward	GCAACAGGAGGACTTCAAGGAGGC
	Reverse	ATTGGTGCCCAGAGCCCGGA
CyclinD1	Forward	GCGTACCCTGACACCAATCTC
	Reverse	CTCCTCTTCGCACTTCTGCTC
C-Met	Forward	TGGGCCGGCTTAACCAAGTGC
	Reverse	AGCACCACCTGCATGAAGCGA
P21	Forward	CCTGGTGATGTCCGACCTG
	Reverse	CCATGAGCGCATCGCAATC
c-Myc	Forward	CAACGACAGCAGCTCGCCCA
	Reverse	ACTAGGGGCTCAGGGCTGGC
P27	Forward	TCAAACGTGAGAGTGTCTAACG
	Reverse	CCGGGCCGAAGAGATTTCTG

Supplemental Table 3. Primer sequence for Rev-erba ChIP-qPCR analysis.

Genes		Sequences
36B4	Forward	
	Reverse	
Rev-erba	Forward	TGGCATCCGGTGCACTGCAG
	Reverse	CCCTCCAGAAGGGTAGCACGCT
Bmal1	Forward	ACTCACCGTGCTAAGGATGGCTGT
	Reverse	TCACGCCTTTCATAACACATTCC
Wnt10α	Forward	CAACGCGTGCGCTCTGGGTA
	Reverse	TGGCTCAAGCCCTTTCCGCG
Dvl2	Forward	TCAGTTTGCGGGTGTGCGCAG
	Reverse	TTCGTCTCGCCTACACCACCG
Fzd5	Forward	AATCATGCAGGGGGCCCCGAA
	Reverse	CGACAAGCTAGGTACCTGTGGCG
TCF3	Forward	AGGGCCTGCCAGGGACATCA
	Reverse	GGATGGCCTCGTCCAAGCGG
β-catenin	Forward	CGCTTGGCTGAACCATCAC
	Reverse	GTTCCGCGTCATCCTGATAGT
Myod1	Forward	TGGCATCCGGTGCACTGCAG
	Reverse	CCCTCCAGAAGGGTAGCACGCT
Myf5	Forward	AGCTGCTGAGGGAACAGGTGGA
	Reverse	ATTCAGGCATGCCGTCAGAGCA
Axin2	Forward	TGACTCTCCTTCCAGATCCCA
	Reverse	TGCCCACACTAGGCTGACA
Myogenin	Forward	GTCCCAACCCAGGAGATCATT
	Reverse	AGTTGGGCATGGTTTCGTCT
MHC3	Forward	AAGGCCATCACTGACGCCGC
	Reverse	CGCCAGCTGCTCAGCCTCAT
MLC1	Forward	GCAACAGGAGGACTTCAAGGAGGC
	Reverse	ATTGGTGCCCAGAGCCCGGA
CyclinD1	Forward	GCGTACCCTGACACCAATCTC
	Reverse	CTCCTCTTCGCACTTCTGCTC
C-Met	Forward	TGGGCCGGCTTAACCAAGTGC
	Reverse	AGCACCACCTGCATGAAGCGA
P21	Forward	CCTGGTGATGTCCGACCTG
	Reverse	CCATGAGCGCATCGCAATC
c-Myc	Forward	CAACGACAGCAGCTCGCCCA
	Reverse	ACTAGGGGCTCAGGGCTGGC
P27	Forward	TCAAACGTGAGAGTGTCTAACG
	Reverse	CCGGGCCGAAGAGATTTCTG

Original Western Data Scan

Fig. 1A Rev-erba

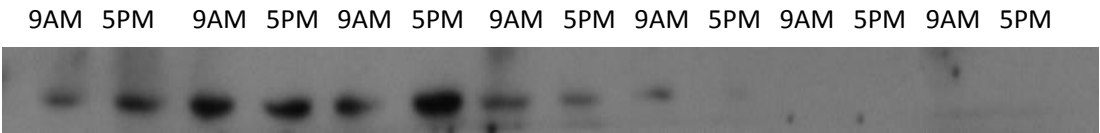

Fig. 1A GAPDH

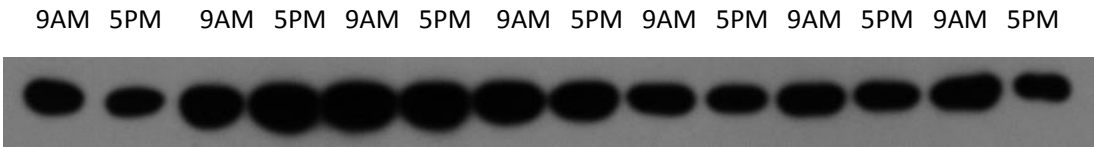

Fig. 2C CyclinD1

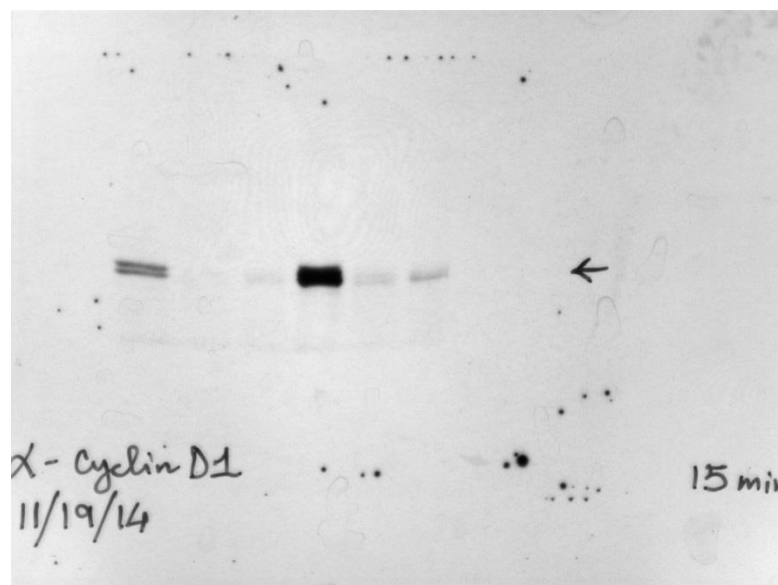

Fig. 2C b-Actin

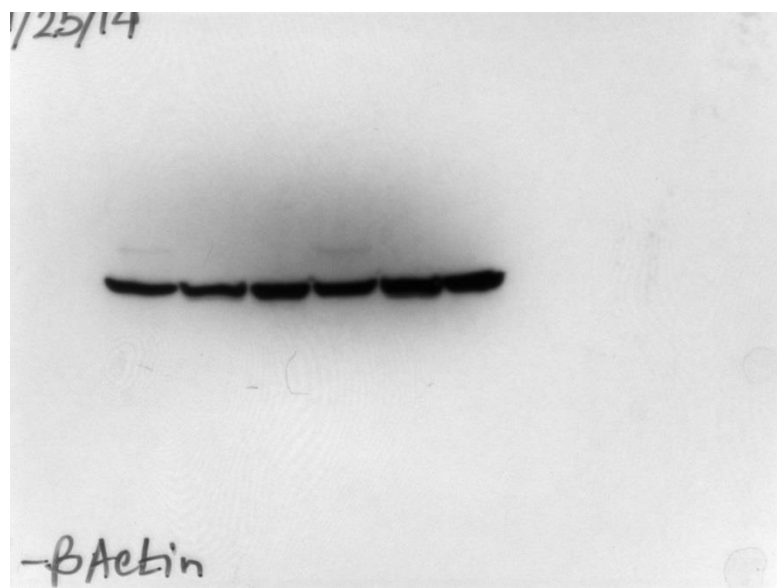

Fig. 3B b-Catenin

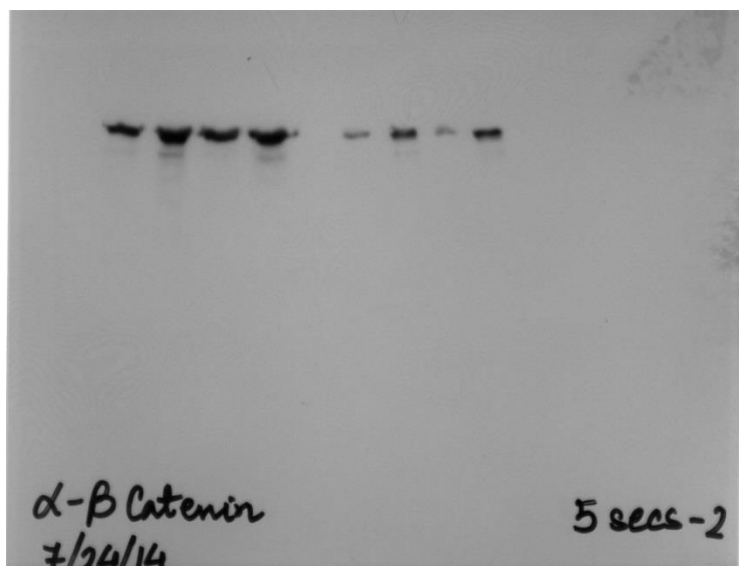

Fig. 3B TBP

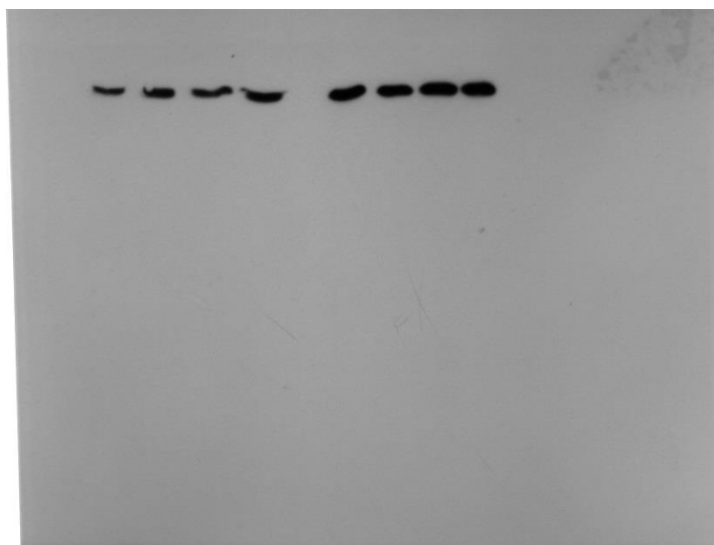

Fig. 7C Myogenin

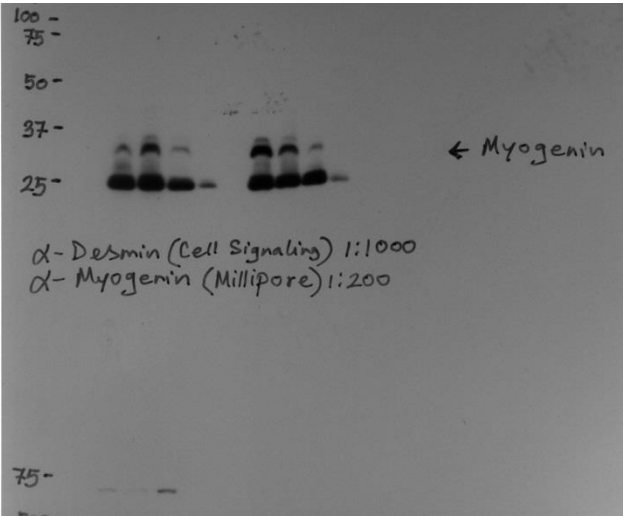

Fig. 7C CyclinD1

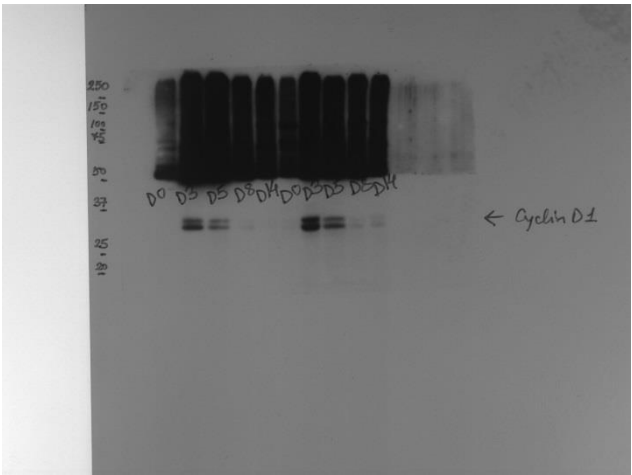

Fig. 7C Pax7 & b-actin

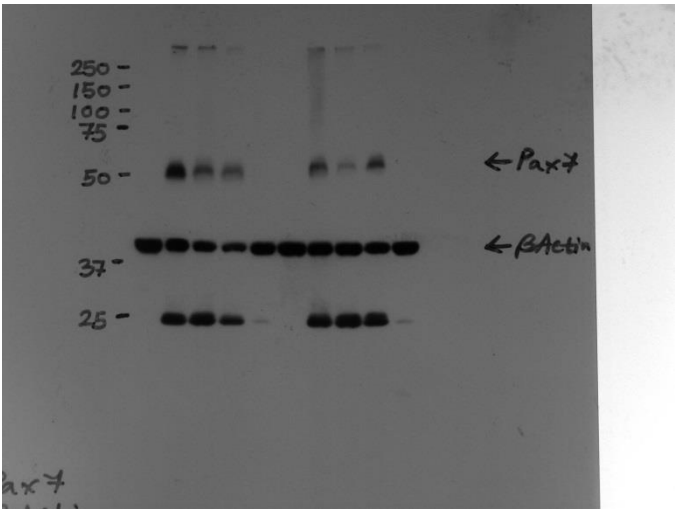

**Supplement:** Supplementary file 1 — Suppl Info

How the deposited data were processed for this re-analysis (not part of the article)

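RNA of primary myoblasts from WT and Rev-/- mice was measured on 6 Illumina mouse whole genome bead arrays, 3 per label. The authors' methods state that the arrays were read with BeadStudio, background-subtracted and quantile-normalized with lumi and tested with limma. The submitters' processing notes name GenomeStudio, lumi and limma, and their versions are not given in the sources used here. The deposited intensities were on a linear scale with a floor near the scanner background, at a lowest value of 76.2 to 83.8 per array, and the authors' columns did not share one distribution, as quantile-normalized columns would. A separate table of signals and detection p-values holds 12 columns named by array position only, 6 of them signals, and was not used, since nothing pairs those positions with samples. The planned background correction from detection p-values therefore gave way to the deposited intensities without a further background step, and the filter on dim probes was set from the intensities after the files were seen and before any comparison.

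The intensities were quantile-normalized over all 45281 probes and taken to log2 with limma 3.58.1 in R 4.3.3. Of the probes, 34885 carried 1 gene symbol in the platform annotation, 18 several and 10378 none, and 34807 of the named probes were matched by gene number to a current table. On each array the background was taken as the peak of the intensity density with the spread of the dimmer probes mirrored. Probes past the 95th percentile of it on at least 3 arrays were kept, 22300 in all and 18800 with 1 symbol, and each of 11996 genes was represented by its kept probe with the highest mean. Among 4603 genes with more than 1 kept probe, 59.5% of the other probes had a fold change of the same sign. Signal over background sets the precision of each probe, and 3 arrays per label limit that of each comparison. Nothing states that the arrays came from separate animals beyond the word independent in the methods.

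The labels were compared with lmFit and eBayes without a block, with Benjamini-Hochberg adjustment in the main fit over the 18800 kept probes with 1 symbol. A gene was called at an adjusted p of at most 0.05 and a fold of at least 1.5. Single genes also had an exact permutation test, 2-sided. Gene lists, 35 in number (22 of pathways, 7 of cell types and 6 others), were written by hand before the data were examined and are not those of KEGG. Each was tested with camera at a preset correlation of 0.01 and at an estimated one, with fry, and by Fisher's exact test among called genes. The named genes were fixed beforehand as those the paper names in this comparison, the clock genes, the 10 largest called rises and falls, and in each list up to 4 called genes or, with none called, the 2 of smallest p. With 0 genes called, the part on called rises and falls named no gene. The text gives the values of a part of the genes so named, and 1 item is not reported here. The steps were tested on simulated data of 11996 genes with 200 changed, where 97% of genes changed 3-fold were called, with 1, 3 and 0 false calls at the 3 fold sizes. Noise there was independent between genes and the adjustment was over the 11996 genes, so variation shared between genes was not simulated.

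Alternatives were another normalization (array medians, cyclic loess, none), normexp background correction, other filters, array weights, an intensity trend with a robust prior, the replicate number as a block, the mean of a gene's probes, other thresholds and leaving out each array. Normexp with an offset of 16 on the deposited intensities was added after the data were seen. The position of the Nr1d1 probe relative to the deletion was not analysed here.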

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

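The tests on single arrays, on labels, on the probe and on the origin of the RNA below were chosen after the values were seen, and those on other splits and on other cell types before.

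Transcripts that the paper does not discuss lay above background on these arrays, which is why they are looked at again. On its dimmest array Hba-a1, a haemoglobin chain, was 7.78 log2 units above the background peak, Myh8, the perinatal myosin, 7.86 and Col2a1, the cartilage collagen, 1.71. Xist was above background on 5 arrays, although the labels give male mice. Differentiation of cultured myoblasts into myotubes, as the only source, would leave haemoglobin at background, which the value of 7.78 argues against. That value does not bear on whether the muscle transcripts came in part from myotubes. Of haemoglobin, cartilage, fat and adult muscle genes, 4 of 4 groups, formed after the values were seen, had a member above background on all 6 arrays. Of the single genes 1 of 3 for cartilage and 2 of 3 for fat did. The remaining ones, Snorc, Matn1 and Ucp1, were above it on 5 arrays. The adult muscle genes Ckm, Acta1 and Atp2a1 had group means from 14.01 to 14.47. Genes of liver plasma proteins, a group also formed after the values were seen, were highest on Rev-/- 1. Ttr was at 9.98 there and from 7.13 to 8.27 on the other 5 arrays. Ahsg was at 9.80 there and from 6.77 to 7.32 on the others. Groups formed after the values were seen cannot decide for RNA of muscle tissue with the cells around it. That remains a candidate explanation, but it was not tested against the liver transcripts on Rev-/- 1. Signal from cells of both sexes is a candidate too. Against RNA of muscle tissue, the methods describe pre-plating against fibroblasts, 6 passages of expansion and a purity check by uniform differentiation. Such steps would deplete blood, cartilage and fat cells. A biological explanation was not tested.

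Nr1d1 did not follow the genotype labels. Of the 10 splits of the 6 arrays into 3 and 3, the labelled one called 0 genes. Only 1 other, WT 1, WT 2 and Rev-/- 2 against the rest, called any, 6 in all (Stk16, Cdkn1a, Sqle, Fcer1g, Med24 and Calr). Its smallest adjusted p from limma was 0.0442, close to the threshold and with no allowance for the 10 splits compared. These calls may point to a structure of the samples. That split is also the one that parts Nr1d1 without overlap. Mislabelled samples stay open but undecided by these 6 calls, and so does a probe outside the deleted part for the 2 arrays labelled Rev-/- with Nr1d1 above background, which would account neither for the 6 genes nor for the background signal on WT 1 and WT 2. In the order WT 1 to 3 and Rev-/- 1 to 3, Arntl was at 7.63, 7.52, 7.28, 7.30, 7.38, 7.27 and Dbp, a clock output gene, at 10.47, 10.56, 9.84, 9.51, 10.63, 9.73; Cdkn1a (p21), which the paper finds suppressed in Rev-/- cells, was at 10.38, 10.34, 9.77, 9.67, 10.52, 9.77 and Ccnd1, which it finds raised, at 10.74, 10.64, 11.05, 10.84, 10.68, 10.61, so that exchanging WT 1 and WT 2 with Rev-/- 1 and Rev-/- 3 would set Arntl, which the paper finds raised in Rev-/- quadriceps, in the paper's direction, p21 against it and leave Ccnd1 not raised; and the scores of leukocyte markers were −0.44, −0.29, 0.34, 0.28, −0.44 and 0.47 and those of lipid and cholesterol synthesis 0.12, 0.11, −0.053, −0.21, 0.056 and −0.094, both without overlap between the sides of that split. The endothelial, cancer, MAPK, axon guidance, actin, nucleotide and amino acid, apoptosis and interferon lists also had scores without overlap between these sides. The pattern was thus not particular to leukocyte and lipid genes. Chance alone parts 3 arrays from 3 in 10% of cases for any 1 list, and 35 lists were scored. A differing share of leukocytes or other cells, whose markers are among these lists, also stays open. So does the time of collection, which was not tested. The arrays were kept under their labels throughout.

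The labelled comparison called 0 genes with limma, with 386 at an unadjusted p of at most 0.05, and the highest count among the 9 other splits was 6, with 322 to 1292 at that p, the last in the split that parts Nr1d1, and with more than 386 in 8 of the 9. With 10 splits no share under 0.05 can arise. Leaving out each array in turn gave at most 0 called genes, but with 2 arrays against 3 this does not exclude that a single array that stands apart hides calls: without Rev-/- 2 the smallest adjusted p from limma was 0.0885 (up to 1 over the other alternatives), with 755 genes at an unadjusted p of at most 0.05 and 27 of them at least 1.5-fold apart, against 5 with all arrays. Cells of another type in one group cannot be told apart from the labels here: the largest median among the cell type lists was 0.26, for macrophage and leukocyte markers, and its score differed by 0.23 (SE 0.36) between labels, which leaves the bound of 0.5 within reach.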

How the results depend on the processing

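Normexp with an offset of 16 was chosen after seeing the data, and it called 0 genes and left 6 lists past the threshold. With limma the count of called genes was 0, with 386 at an unadjusted p of at most 0.05, and it was 0 under all 17 other fits, with a smallest adjusted p from 0.0885 (without Rev-/- replicate 2) to 1, and with no fold minimum or a fold of at least 2. At an unadjusted p of at most 0.05 and a fold of at least 1.5 it was 5, of which 2 were higher and 3 lower. The number of genes at an unadjusted p of at most 0.05 ran from 233 to 2735, the latter on the deposited values, on which the median log2 fold change of all genes was −0.15. Of 35 gene lists, 7 passed camera with a preset correlation, 3 with the array medians aligned and 3 with no filter on dim probes, from 0 (without Rev-/- replicate 1) to 11 (without Rev-/- replicate 2) when 1 array was left out, and 0 with an estimated correlation, with fry and with fry for mixed directions, where the cause was not tested. Over 699 values for list shifts 61 lost and 13 gained the call, and none turned direction while called; over 1466 values for named genes none was called, and of 87 named genes 31 had the opposite sign under at least 1 alternative; for example Wnt10a (−0.046) and Ccnd2 (−0.11) turned negative on the deposited values, Tcf3 (0.0028) positive with the array medians aligned and Ccnd1 (0.021) positive without WT replicate 3. The replicate block gave 0 called genes and 8 lists past the threshold, the neighbours of Nr1d1 being added at an adjusted p of 0.0347, and changed no other call. No pairing by number was visible, since the same-numbered deviations correlated at −0.17, 0.12 and 0.052 and only number 2 correlated best with its own. With so few arrays per label and Rev-/- 1 apart from the rest, this cannot exclude that the samples were paired. A floor of 16 equals the values used, a slide block could not be fitted since the array positions carry 1 chip number, and enrichment against all genes on the array, or for higher and lower genes apart, had 0 called genes to test. Probes near background have folds compressed toward 0, which limits dim genes such as Wnt10a and Nr1d1.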

Differences from the paper's values

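Of the alternatives below, normexp with an offset of 16 was chosen after the values were seen. Fig. 2A gives the number of called genes per pathway at a fold of at least 1.5 and an adjusted p of at most 0.05, and the lists used here, written by hand, are not the KEGG sets. Read by eye, the paper shows about 19 for Wnt signalling, about 27 for pathways in cancer, about 54 for metabolic pathways, about 15 for axon guidance, about 12 for drug metabolism, about 20 for MAPK signalling, about 16 for focal adhesion, about 10 for protein digestion and absorption, about 11 for melanogenesis and about 10 for the extracellular matrix in Fig. 2A. The count here was 0 in each of these 10 lists. None of the alternatives, set before the data were examined or added after, closed any of these gaps, and the highest count under them was 0. With 0 genes called in every fit, a count of 0 in each list follows and is not a separate result. At an unadjusted p with the same fold the lists were counted in the main fit only, where 5 genes passed in all, and held 0.

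By RT-qPCR on primary myoblasts the paper gives an about 3-fold rise of Cyclin D1 and of c-Met in Rev-/- cells (Fig. 3B). It does not say whether these were the samples of the arrays. The fold of Ccnd1 on the arrays labelled Rev-/- over WT was 0.933, and from 0.754 to 1.01 over the 17 alternatives, all of which differ from the paper's value.

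The paper states that Wnt10a, Wnt3a, Fzd5, Tcf4, Axin2 and c-Met are induced and p21 is suppressed in Rev-/- myoblasts, by RT-qPCR (Fig. 3B and Fig. 4A). Whether those were the samples of the arrays is not stated. On the arrays 0 of these 7 genes were called, whether Tcf4 is read as that symbol or as Tcf7l2, Tcf3 or Tcf7l1. The paper's qPCR primers list TCF3 and not Tcf4. Tcf3 was at −0.060 (SE 0.077) and Tcf7l1, once called Tcf3, at −0.079 (SE 0.064), both of the opposite sign. Tcf3 turned sign under alternatives (1 of 16), and the kept probes of Tcf7l1 differed in direction. Fzd5 had a log2 fold change of 0.22 (SE 0.11), of the paper's sign (0.085 without Rev-/- 1), with its other kept probe of the opposite sign, and Axin2 −0.17 (SE 0.083), of the opposite sign. Wnt10a at 0.0062 (SE 0.066) had the paper's sign and turned it under alternatives (4 of 16, down to −0.046). Tcf4 was once also a name of Tcf7l2, a TCF factor of the Wnt pathway. Tcf7l2 was at 0.15 (SE 0.13), of the paper's sign, with 1 of its 4 kept probes negative, and turned sign under 1 of 17 alternatives, to −0.095. The gene that now carries the symbol Tcf4 was at 0.033 (SE 0.077), of the paper's sign, and turned it under alternatives (3 of 17, down to −0.28). Cdkn1a, which encodes p21, was at −0.17 (SE 0.26) for its brightest probe, of the paper's sign, and at 0.0050 and 0.072 for its 2 other kept probes, of the opposite sign. Wnt3a was not well above background on any array and Met on any array labelled Rev-/-. The paper finds no change of Dvl2 and β-catenin, and Ctnnb1 was at −0.10 (SE 0.065) here for the brightest of 4 probes, with 2 positive and 2 negative. Bmal1 is raised in Rev-/- quadriceps by the paper, and Arntl was at −0.16 (SE 0.10) on these arrays, whose Nr1d1 signal did not follow the labels.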

Other observations

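The lists below were planned, and Med24 alone was picked after its values were seen. Between the arrays labelled Rev-/- and WT, leukocyte genes had a median log2 fold change of 0.26 over 12 measured members, among them Laptm5, a lysosomal protein of blood cells, at 0.41 (SE 0.30) and Cd52 at 0.44 (SE 0.35). Endothelial genes had a median of 0.10 over 12, with Ramp2 at 0.16 (SE 0.077) and Tie1 at 0.17 (SE 0.083), and growth factor genes of the IGF list a median of 0.053 over 36, with Id3 at 0.27 (SE 0.091) and Igf1r at 0.26 (SE 0.13). With limma's camera the adjusted p was 0.0315, 0.0315 and 0.0417, in that order, and 0.681 for each with an estimated correlation. The scores of the leukocyte list were −0.44, −0.29, 0.34, 0.28, −0.44 and 0.47 on WT 1 to 3 and Rev-/- 1 to 3 (difference between labels 0.23, SE 0.36) and those of the endothelial list −0.11, −0.077, 0.070, 0.10, −0.067 and 0.074, so that both were lower on WT 1, WT 2 and Rev-/- 2, where Nr1d1 was at background, than on the other 3 and did not part the arrays by label. The IGF list, with −0.025, −0.051, 0.0016, 0.014, 0.015 and 0.020 (difference 0.041, SE 0.015), and the myogenic regulators below, with 0.043, 0.0051, 0.033, −0.085, −0.0034 and −0.043 (difference −0.071, SE 0.026), did part them by label. Chance alone parts 3 arrays from 3 in 10% of cases, so among 35 lists this does not show a difference between the labels. Without array Rev-/- 1 the adjusted p was 0.385, 0.383 and 0.269, and it also lay above 0.05 for all 3 lists without WT 1, WT 2 or Rev-/- 3 and with the array medians aligned, where it was 0.0803, 0.987 and 0.987. On the deposited values it was 0.876 for the endothelial and 0.902 for the IGF list. Over the alternatives that used camera it ran from 4.77e-06 to 0.707 for leukocyte, 0.00117 to 0.987 for endothelial and 0.0277 to 0.987 for IGF genes, with 6 at or below 0.05 for the last. Myogenic regulators and satellite cell genes, with Myog at −0.16 (SE 0.14) and Hey1, a Notch target, at −0.17 (SE 0.070), had a median of −0.066 over 27 (adjusted p = 0.0873). Sarcomere and differentiation genes, with Neb, the giant thin filament protein, at −0.20 (SE 0.066), had a median of −0.066 over 56 (adjusted p = 0.233). Without Rev-/- 2 the adjusted p was 0.0195 for the myogenic and 0.0129 for the sarcomere list, and for the latter 0.0168 without Rev-/- 3, 0.0251 with the array medians aligned and 0.0294 on the deposited values. The ranges over the alternatives that used camera were 0.0195 to 0.681 and 0.0129 to 0.981. Clock genes, with Per2 at −0.27 (SE 0.11), Nr1d2, the paralog of Nr1d1, at 0.023 (SE 0.086) and Clock at −0.058 (SE 0.11), had a median of −0.057 over 21 (adjusted p = 0.404), and Cry1 was not well above background on any array. With limma 0 genes of these 6 lists were called, 0 when adjusted over the list alone, and at an unadjusted p of at most 0.05 there was 1 higher gene in the IGF list, 1 lower gene each in the myogenic, sarcomere and clock lists and 0 in the leukocyte and endothelial lists. The sign turned under alternatives for Ramp2 (2 of 17), Igf1r (1 of 17), Myog (1 of 17), Nr1d2 (4 of 17) and Clock (1 of 17), and kept probes of Igf1r and Clock differed in direction. Nr1d1 did not follow the labels behind these directions.

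None of the 12 lists below passed camera. Apoptosis genes, with the death receptor Tnfrsf10b at 0.36 (SE 0.15), had a median of 0.019 over 31 (adjusted p = 0.385), interferon response genes a median of 0.034 over 21 (adjusted p = 0.0967), genes of hypoxia, heat shock and protein stress a median of −0.023 over 23 (adjusted p = 0.614) and immediate early genes a median of 0.0096 over 16 (adjusted p = 0.496). Hox genes had a median of 0.0026 over 24 (adjusted p = 0.541) and a mean of −0.022. The neighbours of Nr1d1 on its chromosome had a median of 0.081 over 16 (adjusted p = 0.0624), and among them Med24 ran from 8.67 on Rev-/- 3 to 10.15 on WT 1. Sex chromosome genes had a median of −0.012 over 4 (adjusted p = 0.78). Fibroblast markers had a median of 0.025 over 21 (adjusted p = 0.496), smooth muscle and pericyte markers a median of 0.0097 over 12 (adjusted p = 0.526), adipocyte markers a median of −0.26 over 7 (adjusted p = 0.404) and tendon markers a median of 0.16 over 4 (adjusted p = 0.404). Schwann cell markers had a median of −0.029 over 5 (adjusted p = 0.78) and a mean of −0.0026 with camera placing them upward, and Mbp, the myelin basic protein, was at 0.32 (SE 0.080), the 1 gene of these lists past an adjusted p of 0.05 when adjusted over the list alone, below a fold of 1.5, while Sox10, a neural crest transcription factor, was at −0.29 (SE 0.11). Without Rev-/- 2 the adjusted p of limma's camera was 0.00329 for the interferon list and 0.0445 for the neighbours of Nr1d1. It was 0.0185 for the latter without WT 1, and 0.0294 and 0.0304 for these 2 lists on the deposited values. Without WT 3 it was 0.0149 for the adipocyte list. Over the alternatives that used camera it ran from 0.00329 to 0.681 for the interferon list, from 0.0185 to 0.681 for the neighbours and from 0.0149 to 0.936 for the adipocyte list. Each of these 12 lists held 0 called genes with limma; at an unadjusted p of at most 0.05 there were 2 in the Schwann list, 1 each in the apoptosis, interferon, stress and fibroblast lists and 0 in the other 7.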
